# Developmental Toxicity of Zinc Oxide Nanoparticles to Zebrafish (*Danio rerio*): A Transcriptomic Analysis

**DOI:** 10.1371/journal.pone.0160763

**Published:** 2016-08-09

**Authors:** Jin Soo Choi, Ryeo-Ok Kim, Seokjoo Yoon, Woo-Keun Kim

## Abstract

Zinc oxide nanoparticles (ZnO NPs) are being utilized in an increasing number of fields and commercial applications. While their general toxicity and associated oxidative stress have been extensively studied, the toxicological pathways that they induce in developmental stages are still largely unknown. In this study, the developmental toxicity of ZnO NPs to embryonic/larval zebrafish was investigated. The transcriptional expression profiles induced by ZnO NPs were also investigated to ascertain novel genomic responses related to their specific toxicity pathway. Zebrafish embryos were exposed to 0.01, 0.1, 1, and 10 mg/L ZnO NPs for 96 h post-fertilization. The toxicity of ZnO NPs, based on their Zn concentration, was quite similar to that in embryonic/larval zebrafish exposed to corresponding ZnSO_4_ concentrations. Pericardial edema and yolk-sac edema were the principal malformations induced by ZnO NPs. Gene-expression profiling using microarrays demonstrated 689 genes that were differentially regulated (fold change >1.5) following exposure to ZnO NPs (498 upregulated, 191 downregulated). Several genes that were differentially regulated following ZnO NP exposure shared similar biological pathways with those observed with ZnSO_4_ exposure, but six genes (*aicda*, *cyb5d1*, *edar*, *intl2*, *ogfrl2* and *tnfsf13b*) associated with inflammation and the immune system responded specifically to ZnO NPs (either in the opposite direction or were unchanged in ZnSO_4_ exposure). Real-time reverse-transcription quantitative polymerase chain reaction confirmed that the responses of these genes to ZnO NPs were significantly different from their response to ZnSO_4_ exposure. ZnO NPs may affect genes related to inflammation and the immune system, resulting in yolk-sac edema and pericardia edema in embryonic/larval developmental stages. These results will assist in elucidating the mechanisms of toxicity of ZnO NPs during development of zebrafish.

## Introduction

Zinc oxide nanoparticles (NPs) have been used in a wide range of commercial processes and industrial products in recent years (e.g., plastics, ceramics, glass, cement, rubber, paints, pigments, foods, batteries, and fire retardants) [1]. As a result of the widespread use and expanding production of ZnO NPs, the potential for their release into the environment is increasing, potentially leading to toxicity to organisms in ecosystems, and to humans.

The solubility of NPs is crucial to the toxicity of these NPs and to their impacts on ecosystems [2, 3]. It has been suggested that their high stability may allow NPs to permeate, accumulate and persist within organisms [2, 3, 4]. ZnO NPs are easily bioaccumulated by aquatic organisms, wherein they elicit toxic effects [5].

Zebrafish are commonly used as model animals in high-throughput acute toxicity studies, and their value in nanotoxicity assessment has been assessed [6, 7]. Zebrafish are small, transparent, and easy to maintain. They exhibit rapid embryogenesis and continuous reproduction [5]. Importantly, the zebrafish genome has been sequenced and genetic information on this species is rapidly accumulating [8]. Several studies have reported that ZnO NPs are toxic to zebrafish [5, 9, 10]. Zhu et al. demonstrated that ZnO NPs induce a concentration-dependent decrease in hatching rates. Pericardial edema and malformations were observed in ZnO NP-exposed embryos [9]. In addition, previous studies have investigated oxidative stress induced by ZnO NPs in aquatic ecosystems, but their toxicity mechanisms and specific gene biomarkers remain unknown [3, 11, 12].

Although a number of studies have investigated the toxic effects of ZnO NPs on aquatic ecosystems, their effects on aquatic organisms and their toxicity mechanisms are incompletely understood. This study investigates the developmental toxicity of ZnO NPs to embryonic/larval zebrafish. Changes in gene transcription following exposure to ZnO NPs and to ZnSO_4_ are compared to elucidate the toxic mechanism of insoluble zinc, based on the expression levels of specific biomarker genes. The Agilent Zebrafish Oligo Microarray was utilized to investigate the transcriptional responses of zebrafish larvae to ZnO NPs. We analyzed gene expression profiles using the Kyoto encyclopedia of genes and genomes (KEGG) to investigate functional pathways. Microarray data were validated by reverse-transcription quantitative polymerase chain reaction (RT-qPCR). The combination of a well-established model organism with a microarray platform of a large number of genes provides a detailed insight into the molecular mechanisms underlying the adaptive response of fish to ZnO NPs and aids identification of ZnO NP-specific and Zn ion-specific genes and signaling pathways in fish.

## Materials and Methods

### Test chemicals and fish embryos

Zinc sulfate (ZnSO_4_, 99% pure) was obtained from Sigma-Aldrich (St. Louis, MO, USA). ZnO NPs with nominal sizes of 20–30 nm were purchased from SkySpring Nanomaterials (Houston, TX, USA). The physicochemical parameters of ZnO NPs were provided by the company and are shown in Fig 1. The morphology of ZnO NPs was determined by transmission electron microscopy (TEM) at 200 kV (JEM-2010, JEOL, Tokyo, Japan). A solution of 100 mg/L ZnO NPs (mass concentration of the particles) was prepared by dispersing the NPs in DI water for 1 h in a sonicator at 53 W (Sonics, Sonics & Materials Inc., Newtown, CT, USA). Particle size and zeta-potential analysis were performed by dynamic light scattering (Malvern Instruments Ltd., Worcestershire, UK). Zinc concentrations were quantified using an inductively coupled plasma optical emission spectrometer (equipped with S10 Auto sampler, PerkinElmer, Waltham, MA, USA). The concentrations of the test substances are expressed as arithmetic means of their mass concentrations.

**Fig 1:**
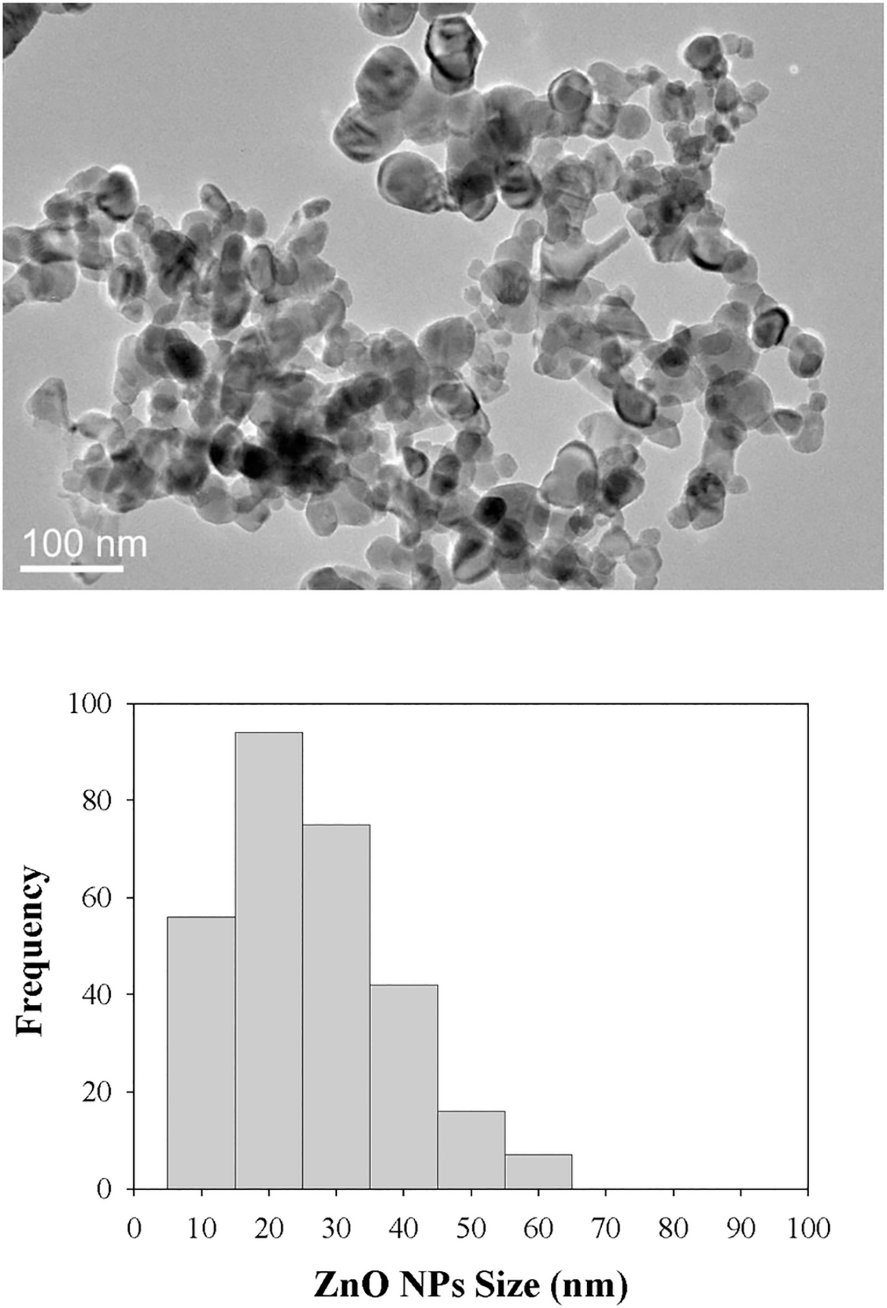
TEM morphology (A) and particle size distribution histogram (B) of zinc oxide nanoparticles.

Zebrafish (*Danio rerio*) embryos were obtained from the Korea Institute of Toxicology Gyeongnam, Department of Environmental Toxicology and Chemistry. The embryos were incubated at 26°C in zebrafish culture water (carbon-filtered dechlorinated tap water). Embryos at ~2 h post fertilization (hpf) were randomly selected and maintained in 100-mm diameter plastic Petri dishes (100 larvae/dish) containing 10 mL of zebrafish culture water.

### Embryonic toxicity

The fish embryo acute toxicity test (FET) was performed according to OECD test guideline No. 236 [13]. Healthy embryos were placed in 96-well culture plates (1 embryo in 200 μL solution/well). Three replicate 96-well plates were included, each containing 20 wells with each of four concentrations of ZnO NPs test solutions (0.01, 0.1, 1 and 10 mg/L) and 16 wells containing culture medium as the control. The plates were placed in an incubator at 26 ± 1°C with a 14/10 light/dark photoperiod. To determine the relative toxicity of ZnO NPs, ZnSO_4_ exposures were conducted in the same way as ZnO-NP exposures.

The developmental status of the zebrafish embryos and larvae was observed at specified time points (24, 48, 72 and 96 hpf). Hatching and survival rates (percentages) were determined from the total numbers of living embryos remaining. Embryonic malformations were observed using a microscope (Nikon Eclipse Ti, Tokyo, Japan), and the percentage of abnormal embryos was estimated every 24 h.

### Total RNA extractions

Fifty embryos were used to perform the gene-expression experiment in a beaker (250 mL) containing 200 mL of zebrafish culture water. Suspensions of ZnO NPs were introduced to the zebrafish culture water to reach final concentrations of 0 (control) or 2.64 mg/L (LC_25_). In addition, to compare the toxic effects of zinc ions with those of ZnO NPs, reference treatments of 7.75 mg/L ZnSO_4_ (LC_25_) were used. Each treatment was carried out in triplicate. For microarray analysis, the zebrafish embryos were exposed to ZnO NPs for 96 hpf and all zebrafish larvae were anesthetized in 100 mg/L of tricaine methanesulfonate (MS-222; Sigma-Aldrich, St. Louis, MO, USA) following guidelines of the Institutional Animal Care and Use Committee (IACUC) of the Korea Institute of Toxicology.

The total RNA from ~50 zebrafish larvae cultured together in the same dish was extracted using an RNeasy mini kit (Qiagen, Hilden, Germany). RNA integrity was confirmed by determining the RNA integrity number with an Agilent Bioanalyzer 2100 (Agilent RNA 6000 Nano Kit Guide, Agilent Technologies, Santa Clara, CA, USA).

### RNA labeling and microarray

A one-color microarray analysis of the gene expression levels in zebrafish larvae was performed by NEX BiO (Daejeon, the Republic of Korea) using the Agilent Zebrafish Oligo Microarray (4 × 44K) containing 43,803 *Dario rerio* probes. Three replicate RNA samples from the LC_25_ ZnO NP (2.64 mg/L) and LC_25_ ZnSO_4_ (7.75 mg/L) treatments were independently collected, and control treatments were conducted. All of the steps, from the RNA labeling to the scanning steps, were performed according to the protocol for One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labeling; Agilent Technologies, Wilmington, DE, USA) with slight modifications. The high-quality RNA samples were purified using the RNeasy mini kit (Qiagen).

The total RNA was amplified with the Low RNA Input Linear Amplification kit (Agilent Technologies, Wilmington, DE, USA) and labeled with 1.65 μg of Cy3 according to the manufacturer’s instructions. The labeled cRNA was purified with the RNeasy mini kit (Qiagen). Each slide was hybridized with Cy3-labeled cRNA using the Gene Expression Hybridization Kit (Agilent Technologies, Wilmington, DE, USA). After hybridization for 17 h, the slides were washed with the stabilization and drying solution in the Gene Expression Wash Buffer Kit (Agilent Technologies, Wilmington, DE, USA).

The microarray slides were scanned with an Agilent Scanner B, and the signal intensities were analyzed using the Feature Extraction software 10.7 with the default settings. The raw data were normalized using the percentile shift method.

### Analysis of microarray data

The expression levels represent the ratios obtained for zebrafish treated with 20–30-nm ZnO NPs and ZnSO_4_ relative to non-treated zebrafish. The expressed genes common to the zebrafish treated with ZnO NPs and ZnSO_4_ were sorted by Venn diagram analysis. Additionally, the treatment-specific response genes were sorted by heatmap analysis (linkage methods: average linkage; similarity/distance measure: Pearson correlation coefficient). Subsequently, the expressed genes that were differentially expressed between the zebrafish treated with ZnO NPs and those treated with ZnSO_4_ were filtered as follows: fold ratio ≥1.5 and ≤−1.5. The functional analysis of the differentially expressed genes (DEGs) from KEGG databases was enriched using Gene Spring GX 11.5.1 (Agilent Technologies, San Clara, CA, USA). The data produced in this study are available from the Gene Expression Omnibus database (GSE77148).

### qRT-PCR

To validate the microarray data, the total RNA was reverse-transcribed using the Superscript® III First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA, USA), and the cDNA was amplified with seven primers designed using Primer 3 software (version 4.0). Six genes (*aicda*, *cyb5d1*, *edar*, *intl2*, *ogfr12* and *tnfsf13b*) and *beta actin* (endogenous control gene) were selected from the available sequences at GenBank. The gene accession numbers and primer sequences used for the quantitative real-time PCR are shown in Table C in S1 File. The SYBR Green-based quantitative real-time PCR was performed on an Agilent Mx3005P qPCR system (Agilent Technologies, Santa Clara, CA, USA). The reactions were performed using the Brilliant III Ultra Fast SYBR® Green QPCR Master mix (Agilent Technologies, Foster City, CA, USA) for one cycle of 95°C for 3 min followed by 40 cycles of 95°C for 10 s and 60°C for 20 s.

The relative quantification of gene expression was performed using the 2^∆∆Ct^ method [14]. The efficiencies of the PCR reactions for the genes were 90–110% under the optimized qPCR conditions, and the specificity of the primers was determined through melting-curve analysis [15]. Each amplification reaction was performed in triplicate.

### Statistical analysis

Differences among the treatments were analyzed by one-way analysis of variance (ANOVA) followed by *post hoc* comparisons using least significant difference (LSD) or Tukey’s HSD tests (SPSS v20, IBM, Armonk, NY, USA). Differences between the treatment and control groups were considered significant where *p* <0.05. All data are presented as means ± SEM. The median lethal concentration (LC_25_) and 95% confidence intervals were determined in terms of mass concentrations (ZnO or ZnSO_4_) and measured atomic concentrations (Zn) using a linear regression method (CETIS v1.8.7, Tidepool, Mckinleyville, CA, USA).

## Results and Discussion

### ZnO-NP exposure conditions

The diameters of the ZnO NPs were determined to be approximately 20–30 nm from TEM images (Fig 1). At the end of the tests, the diameters of ZnO NPs at 10 mg/L and 100 mg/L had increased to 242.63 ± 2.70 nm and 288.63 ± 1.58 nm, respectively (Table B in S1 File). As expected, the ZnO NPs agglomerated to form larger particles when dispersed in deionized water. In exposure experiments using nanomaterials, dispersion is an important factor in relation to their toxic effects, which may be affected by size, shape, surface charge, and physicochemical properties [16, 17]. Although ZnO NPs are well dispersed in aqueous solutions compared with other metal NPs, nevertheless, agglomeration can occur and the size increase could affect their toxicity. To optimize particle dispersion and minimize agglomeration, we sonicated the suspensions and analyzed them for changes in agglomeration and zeta potential of the material over time [16]. The concentrations of Zn were measured at the beginning and end of the tests (Table A in S1 File). The final concentrations of ZnO NPs and ZnSO_4_ were consistent with their initial concentrations, indicating that they were essentially constant throughout the exposure period.

### Comparative toxicity of ZnO NPs and ZnSO_4_ to developmental stages of *D*. *rerio*

To compare the toxic effects of ZnO NPs and ZnSO_4_ on the development of embryonic-larval zebrafish, sublethal toxicity endpoints were measured, i.e., survival rates (Fig 2) and types of embryonic malformation (Figs 3 and 4). LC_25_ values based on nominal mass concentrations were 2.64 mg/L for ZnO NPs (measured 1.78 mg Zn/L) and 7.75 mg/L for ZnSO_4_ (measured 1.71 mg Zn/L), indicating that, in terms of their mass concentrations, there was a relatively high incidence of embryonic mortality after ZnO NPs exposure (Table 1). This result is consistent with a previous report that *D*. *rerio* was more sensitive to ZnO NPs than ZnSO_4_ based on their mass concentrations [18].

**Fig 2:**
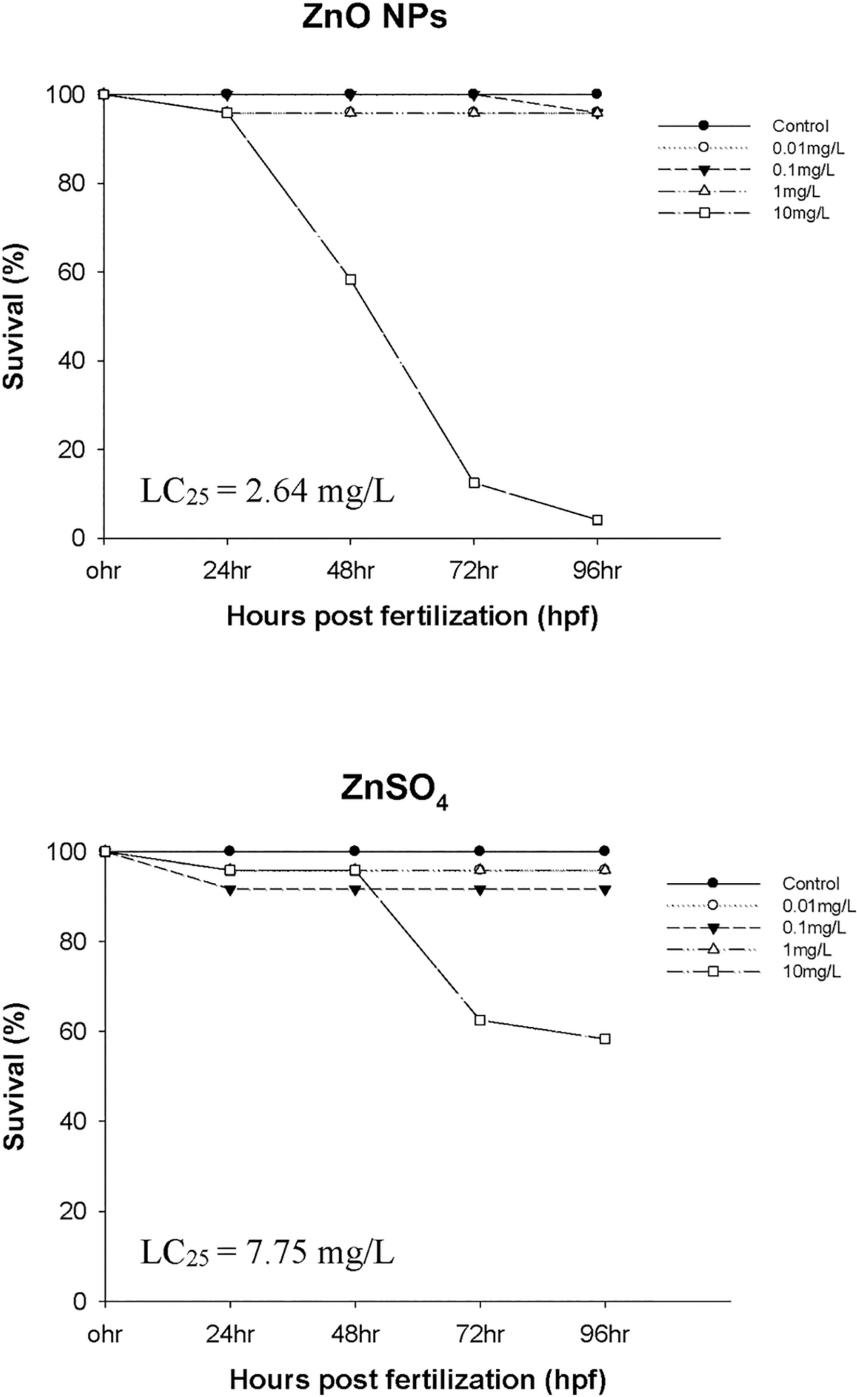
Survival rates of zebrafish embryos exposed to different concentrations of ZnO NPs and ZnSO_4_ for 96 hpf.

**Fig 3:**
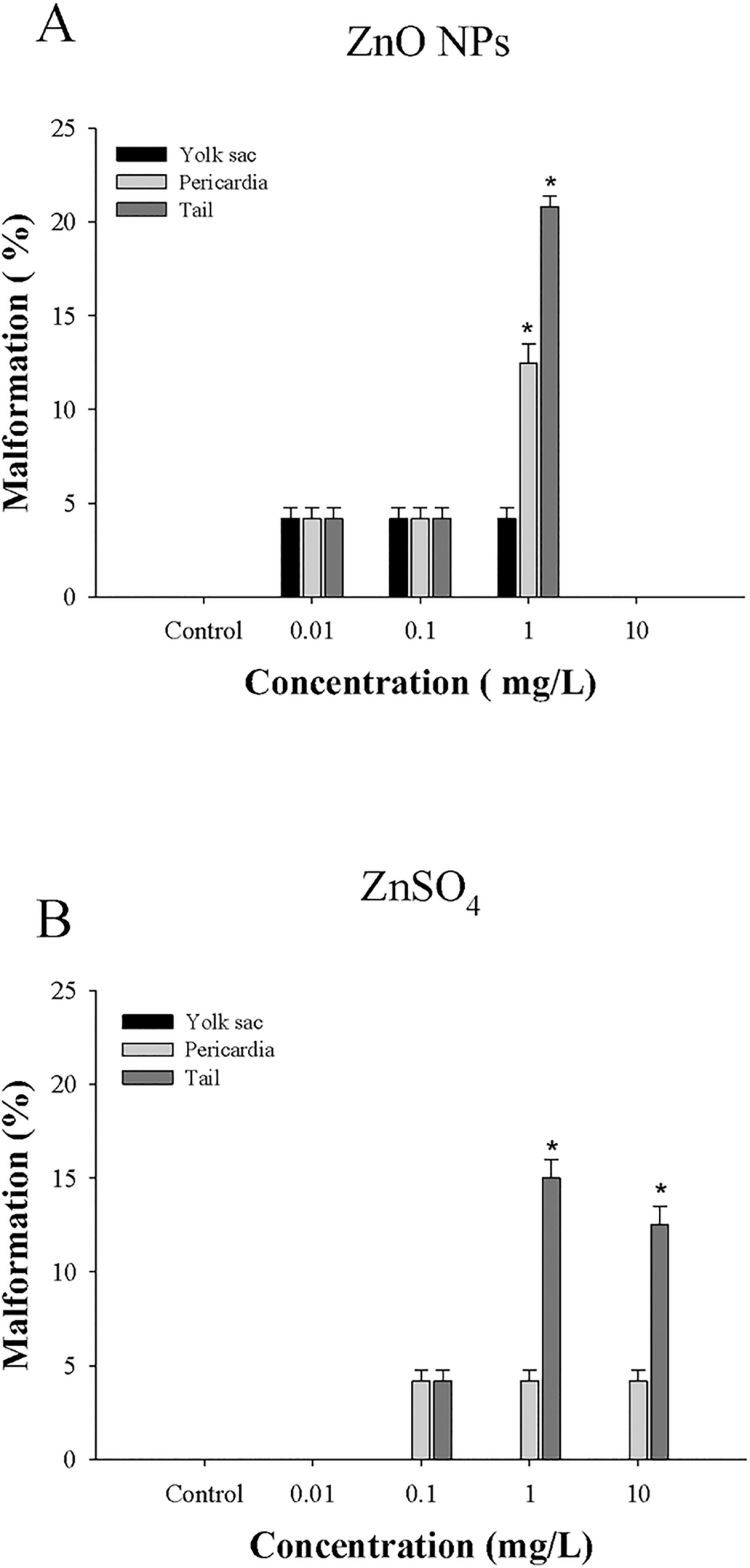
**Malformations of zebrafish embryos exposed to ZnO NPs (A) and ZnSO**_**4**_ **(B).** Pericardial and tail malformations were most frequent in both treatments. Data are expressed as means ± SEM from three independent experiments, n = 8 (*represents a significant difference from controls (one-way ANOVA followed by Tukey’s *post hoc* test, *p*<0.05).

**Fig 4:**
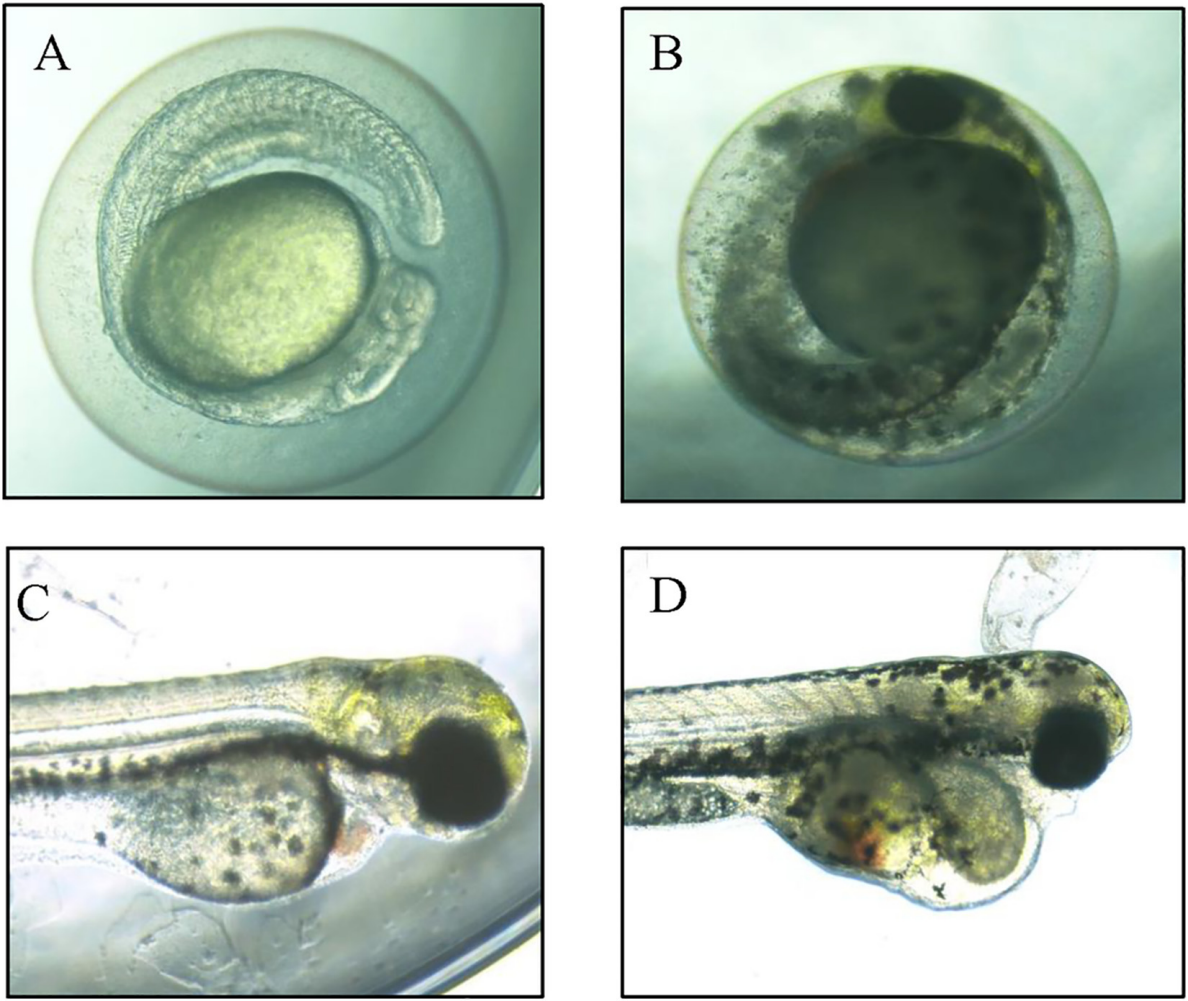
Representative optical images of deformed zebrafish caused by exposure to ZnO NPs. The control group shows the normal appearance at 24 hpf (A) and at 96 hpf (C). Yolk-sac edema (B) and pericardial edema (D) are shown after exposure to 1 mg/L ZnO NPs for 72 and 96 hpf, respectively.

**Table 1:** Comparative toxicity of ZnO NPs and ZnSO_4_ in *Danio rerio*.

Treatment	Concentration of particles/molecules (mg/L)	Measured zinc concentration (mg/L)
	LC_25_ (95% confidence intervals)	LC_25_ (95% confidence intervals)
ZnO NPs	2.64 (0.41–3.90)	1.78 (0.42–32.70)
ZnSO_4_	7.75 (5.13–9.93)	1.71 (0.18–2.91)

Developmental defects including tail malformation, pericardial edema, and yolk-sac edema were observed under exposure to ZnO NPs and ZnSO_4_ (Figs 3 and 4). Interestingly, ZnO NPs simultaneously induced three different types of developmental malformation, in contrast to the effects of other nanomaterials [19]. Specifically, zebrafish embryos exhibited yolk-sac edema (lesions of the yolk sac) at all concentrations ZnO investigated, but no such changes were observed after ZnSO_4_ exposure. The similar toxicities of ZnO NPs and ZnSO_4_ based on their Zn concentrations suggest that a synergistic effect between the NPs and the Zn ions derived from ZnO NPs may lead to their development toxicity in zebrafish [10].

The toxicity of NPs is usually attributed to their small size and high specific surface area [18, 20], and NPs are expected to be more toxic than their bulk counterparts owing to their accumulation within cells and organisms [21, 22, 23]. In contrast, other studies comparing the toxicity of ZnO NPs and Zn^2+^ found the ZnO NPs to be less toxic [24, 25]. Aggregations of NPs with size distributions similar to those of their bulk particles in suspension indicate that the toxicity mechanisms of NPs are complex [18, 26, 27]. Zhou *et al*. reported that ZnO NPs induce oxidative damage, and that intracellular zinc is important in the toxicity of ZnO NPs but it is difficult to separate particle-induced toxicity and the effect of dissolved Zn (2^+^) [28].

### Differentially expressed genes in ZnO NP-exposed larval zebrafish

Gene expressions in larval zebrafish exposed to LC_25_ concentrations of ZnO NPs and to ZnSO_4_ were compared with controls. 

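RNA of zebrafish larvae at 96 hpf was labelled with Cy3 and hybridized to 1-color Agilent arrays, and the deposited scanner output covers 2 control arrays, 3 arrays of larvae exposed to ZnO NPs at 2.64 mg/L and 3 arrays of larvae exposed to ZnSO4 at 7.75 mg/L, concentrations that are the paper's LC25 values, which it also gives as 1.78 and 1.71 mg/L of measured Zn. The 8 arrays lay on 1 slide, with both control arrays and ZnO NP replicates 1 and 2 on one side of it and ZnO NP replicate 3 and the 3 ZnSO4 arrays on the other, so the side of the slide and the ZnSO4 treatment overlap. Each array held 62976 spots, of which 61657 carried 43603 zebrafish probes. Feature Extraction, the scanner software, subtracted the background and removed a spatial trend, and gave each spot a processed signal and marks for outlier spots and for a signal well above background. The share of probes well above background was 77.5% and 84.5% on the control arrays, 78.6% to 85.8% on the ZnO NP arrays and 79.4% to 80.3% on the ZnSO4 arrays, and no spot was saturated. The authors' processed values are log2 signals shifted by the 75th percentile of each array and centered on the median of each probe over the 8 arrays. For the values given here, the log2 processed signal was shifted by each array's 75th percentile, outlier spots were left out, spots of the same probe were averaged, and the 34616 probes well above background on every array of at least 1 group were tested in limma, with all 3 groups in 1 fit. A probe was called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Where no array of a group was well above background for a probe, its signals on the arrays of that group were raised to the lowest signal that is well above background on that array, and the fold change is given as a lower bound. The number of arrays limits the precision, most of all in the control.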

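Of the 34616 probes tested, limma called 8 up and 7 down in larvae exposed to ZnO NPs, and 5 up and 4 down in larvae exposed to ZnSO4, each against the 2 control arrays. At the same fold change of at least 1.5 and an unadjusted p under 0.05, 732 probes were up and 331 down for ZnO NPs, and 483 were up and 346 down for ZnSO4. Whatever their fold change, 8698 probes (25.1%) had an unadjusted p under 0.05 for ZnO NPs and 6344 (18.3%) for ZnSO4, where chance alone gives 1731. A fold change of at least 1.5 without a test was passed by 986 probes up and 426 down for ZnO NPs, and by 748 up and 458 down for ZnSO4. Leaving out control replicate 2 moved the adjusted counts most, to 1282 up and 399 down for ZnO NPs and to 581 up and 338 down for ZnSO4, while leaving out control replicate 1 gave 19 up and 38 down, and 24 up and 45 down. With either ZnO NP replicate 3 or ZnSO4 replicate 2 left out, 1 probe was down for each treatment, and 1 and 2 probes were up for ZnO NPs.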

Statistical analysis and subsequent filtering out of genes with low or no signal and a fold change <1.5 revealed 358 up-regulated and 87 down-regulated transcripts associated with ZnO NPs, and 541 up-regulated and 112 down-regulated transcripts with ZnSO_4_ (Fig 5). The relative expression of the genes in zebrafish larvae showed more DEGs in fish exposed to ZnSO_4_ than in those exposed to ZnO NPs (Fig 5), indicating that their respective degrees of transcriptional alteration were not consistent with the levels of their morphological and physiological changes. However, DEGs between ZnO NPs and ZnSO_4_ accounted for 10% of up-regulated and 34% of down-regulated genes of total DEGs, suggesting that the molecular mechanisms responsible for the toxicities of the two forms of Zn differed.

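The treatments were also compared with each other, 3 arrays against 3, in the fit of all 3 groups, where the control arrays enter the variance alone. limma called 0 probes higher and 0 lower in ZnO NPs than in ZnSO4, with a smallest adjusted p of 0.791. At an unadjusted p under 0.05 and a fold change of at least 1.5, 107 probes were higher and 96 lower, and 1952 probes (5.64%) had an unadjusted p under 0.05 at any fold change. The one-way ANOVA of the methods gave 36 higher and 33 lower with unadjusted LSD comparisons, and 29 higher and 22 lower with Tukey comparisons. With Benjamini-Hochberg adjustment of the ANOVA's overall F test, and the LSD comparisons left unadjusted, it gave 0 of either. With the side of the slide as a block in the fit, a choice made after seeing the data, 20 probes were called higher and 1 lower, in a comparison that then rests on ZnO NP replicate 3 and the 3 ZnSO4 arrays. Which treatment had more changed probes against control depended on the rule. ZnO NPs had more called probes in both directions, but without control replicate 1 ZnSO4 had more in both, and among probes well above background on all 8 arrays 13 were up in ZnSO4 and 8 in ZnO NPs. At a fold change of at least 2 without a test, ZnSO4 had more up probes, 156 against 138, and ZnO NPs more down probes, 98 against 93.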

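Called probes that changed the same way in both treatments made up 3 of those up in either (30.0%), with 5 up in ZnO NPs alone and 2 in ZnSO4 alone, and 37.5% of those down in either, with 4 down in ZnO NPs alone and 1 in ZnSO4 alone. Without adjustment for the number of probes, 250 up probes (25.9%) and 182 down probes (36.8%) were shared, against 13.9% and 16.5% on average in 20 simulations of unchanged groups that share the 2 control arrays. In ZnO NPs these simulations gave 99 to 147 up probes where 732 were observed, and 111 to 146 down probes where 331 were observed. Their counts differ from the observed ones, so they are no reference for these shares. A fold of at least 2 alone with dim probes and outlier spots kept was a rule chosen after seeing the data. It gave shared shares of 13.6% and 34.9%. For it the simulations gave 19.8% of up probes (17.2% to 22.9%), above the observed share, and 25.2% of down probes (24.1% to 27.3%), below it. The simulations are no reference for this rule, since their counts differ from the observed ones in ZnO NPs. They gave 307 to 373 up probes where 500 were observed, and 322 to 366 down probes where 194 were observed. No called probe moved in opposite directions. Leaving out 1 array moved these shares as far as any alternative, to between 0% and 100% for up probes, the latter without ZnO NP replicate 3, and to between 56.1% and 100% for down probes. Across the 34616 probes the log2 fold changes of the treatments had a Pearson r of 0.78 and a Spearman rho of 0.78, and probes are not independent replicates. Unchanged groups sharing the control arrays gave an r of 0.60 in the simulations, with a range of 0.58 to 0.62. Set against a different control array each, the treatments had an r of 0.26 or 0.29, depending on which control array went with which treatment. From the share of DEGs common to both forms of Zn, the paper proposes that the molecular mechanisms of their toxicities differ.

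**Figure D1:**
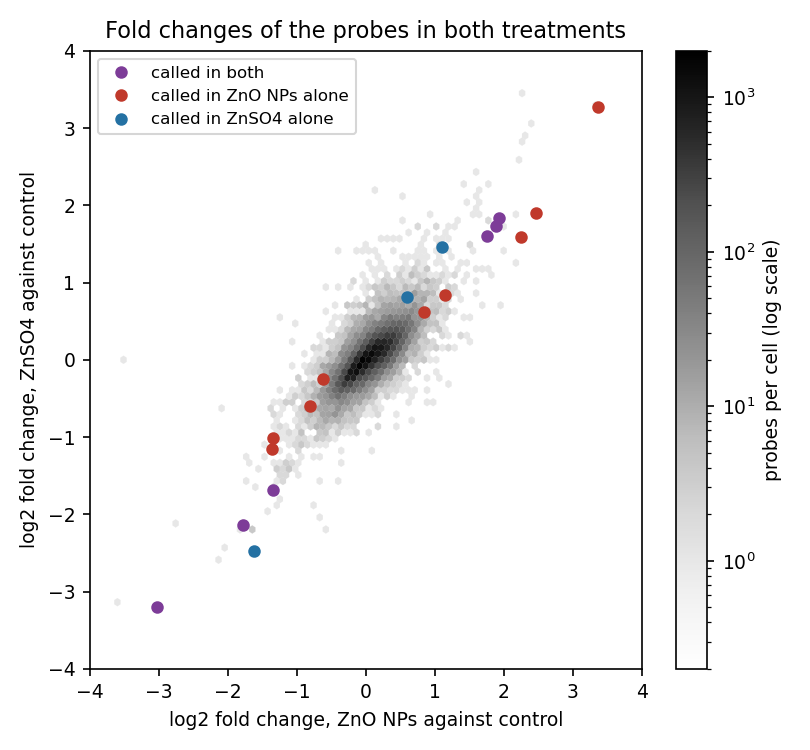
Log2 fold changes of the tested probes against control in ZnSO4 (vertical axis) and in ZnO NPs (horizontal axis), with the number of probes per cell in grey on a log scale. Colored points are probes called in both treatments (purple), in ZnO NPs alone (red) or in ZnSO4 alone (blue), and the called probes lie in the quadrants where both treatments move the same way.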

**Fig 5:**
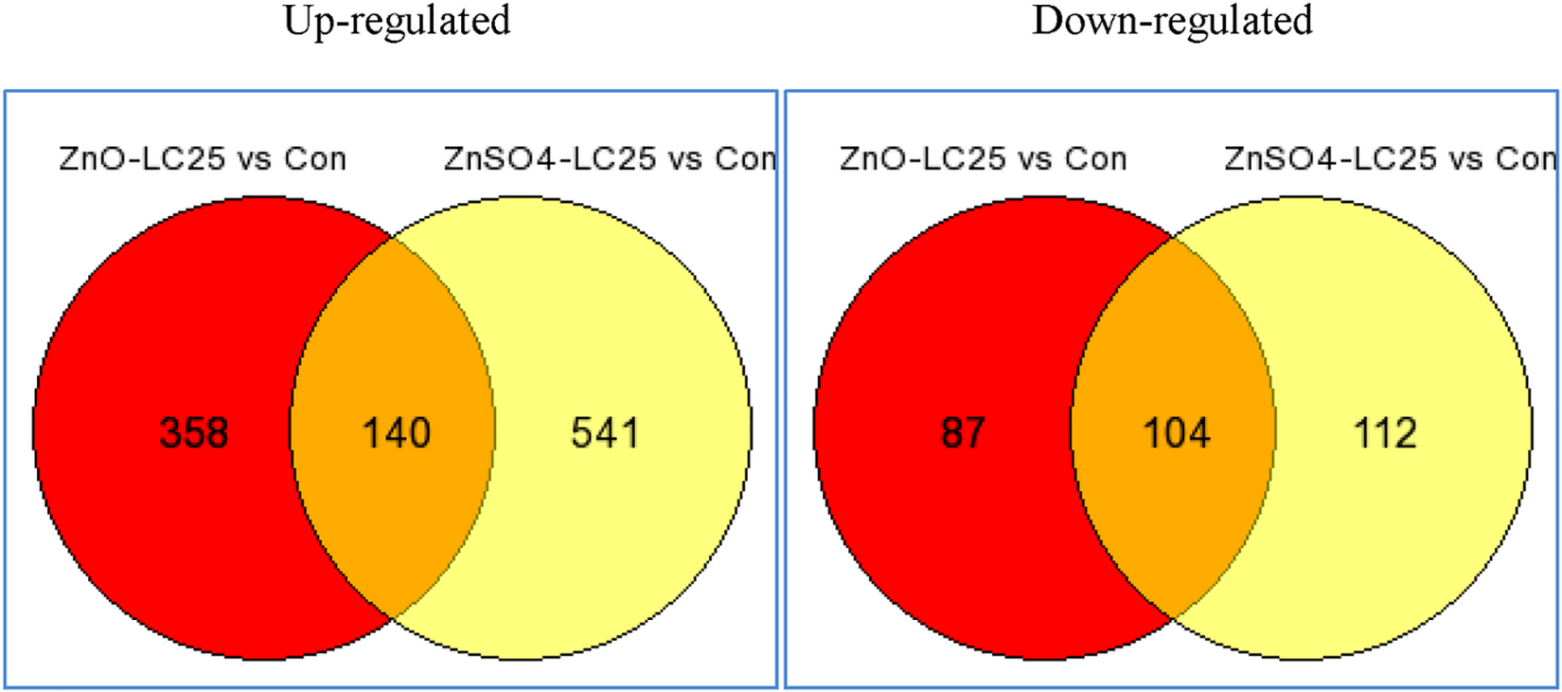
Venn diagram showing numbers of up- and down-regulated genes following exposure to ZnO NPs and ZnSO_4_.

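The probes called up in both treatments were those of arf4b (A_15_P164381), LOC560642 (A_15_P402260) and zgc:110286 (A_15_P548212), and those called down in both were egr4 (A_15_P395775), wu:fj62d01 (A_15_P570942) and A_15_P116560, which has no symbol and was named after its values were seen because it is 1 of these few. For LOC560642 the log2 fold change was 1.94 in ZnO NPs (standard error 0.12, adjusted p = 0.0088 from limma) and 1.83 in ZnSO4 (adjusted p = 0.015), with every treated array above both control arrays. arf4b changed by 1.89 and 1.74, and zgc:110286 by 1.76 and 1.60. Over 26 alternatives arf4b lost its call for ZnO NPs under 10, among them each array left out except control replicate 2 and ZnSO4 replicate 3, and its adjusted p ran from 0.0027 to 0.170. The 26 include looser rules on the same fit, such as an unadjusted p, which cannot take a call away. egr4 fell by 1.78 in ZnO NPs (adjusted p = 0.037) and fell by 2.13 in ZnSO4 (adjusted p = 0.022), on 6 of 6 treated arrays, and lost its call under 11 of the 26 alternatives for each treatment. For ocstamp (A_15_P208296), with processed signals of 4.94 and 2.97 on the control arrays, neither well above background, the fold change was at least 5.27-fold higher in ZnO NPs (adjusted p = 0.043, higher on 3 of 3 arrays) and at least 4.94-fold higher in ZnSO4, where it was not called (adjusted p = 0.058). Other probes of zgc:110286 called for ZnO NPs had log2 fold changes of 2.47 (A_15_P206551) and 2.25 (A_15_P620394). kcnj1a.2 (A_15_P149666) fell by 1.36 in ZnO NPs, and guca1d (A_15_P196291) was at least 3.97-fold lower in ZnSO4 (adjusted p = 0.022, lower on 3 of 3 arrays), with no ZnSO4 array well above background.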

Among the DEGs for ZnO-NP exposure, more were stimulated than suppressed, indicating that the ZnOs represented a severe stress condition for larval zebrafish. 

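Among probes at an unadjusted p under 0.05 and a fold change of at least 1.5, 68.9% were up in ZnO NPs and 58.3% in ZnSO4, and this direction depended on the scaling of the arrays and, in ZnO NPs, on the control arrays. With quantile normalization in place of the percentile shift, 329 probes were up and 500 down in ZnO NPs (39.7% up), and 310 up and 462 down in ZnSO4 (40.2% up). With normexp background correction, 42.1% were up in ZnO NPs and 39.9% in ZnSO4. Leaving out control replicate 1 gave 416 up and 506 down in ZnO NPs (45.1% up), and leaving out control replicate 2 gave 2383 up and 680 down (77.8% up). In ZnSO4 more probes were up than down with either left out, at 53.6% and 72.1% up. The authors' processed values gave 735 up and 334 down in ZnO NPs (68.8% up) and 485 up and 352 down in ZnSO4 (57.9% up). The median log2 fold change of all tested probes was 0.03 in ZnO NPs with the percentile shift, -0.01 with quantile normalization and 0.06 with normexp, and in ZnSO4 it was 0.02, -0.01 and -0.01.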

Zhao *et al*. reported that their small size helps ZnO NPs to be easily be absorbed into biological systems through cellular uptake and interactions with internal or membrane molecules [29]. The effect of ZnO NPs was reported to result solely from Zn^2+^ ions [30], but other reports suggested that NPs and Zn^2+^ induced effects additional to those of dissolved Zn (II) alone [1, 5, 10, 24, 29]. However, changes in expression after exposure to ZnO NPs and the specific pathways regulated by NPs have not previously been reported [29]. Therefore, abnormalities in embryonic development coupled with whole gene transcriptional profiling could help to elucidate the diverse cellular and molecular events associated with the toxicity of ZnO NPs.

Most of the gene expression changes were associated with both ZnO NPs and ZnSO_4_ treatments, but *ogfrl2* (opioid growth factor receptor-like 2 [*ogfrl2*]) and *cyb5d1* (cytochrome b5 domain containing 1) genes were induced by ZnO NPs LC_25_ to 6.81-fold and 4.12-fold higher levels, respectively (Table A in S2 File). 

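The probe of ogfrl2 in Table A in S2 File (A_15_P135981, RefSeq NM_001075104) was not well above background on any of the 8 arrays once outlier spots are left out. Its processed signal was 6.06 and 6.09 on the control arrays, 10.2, 987 and 8.56 on the ZnO NP arrays, and 4.58 to 7.01 on the ZnSO4 arrays. The scanner software marked the spot of 987, on ZnO NP replicate 2, as an outlier. No fold change is given without that spot, since neither group is above background, and with it the log2 fold change follows from that 1 array. Both other probes of ogfrl2 were tested. A_15_P638041 had a log2 fold change of 0.15 against control (standard error 0.16, adjusted p = 0.576 from limma) with processed signals of 35.0 to 47.6 on the ZnO NP arrays, and A_15_P719411 had a log2 fold change of -0.20 (standard error 0.19, adjusted p = 0.533). On ZnO NP replicate 2 they read 46.1 and 16.2, within the range of the other arrays.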

The *ogfrl* gene has not previously been implicated in a response to toxicity in zebrafish. It is an integral membrane protein associated with the outer nuclear envelope, which, after binding to the native opioid peptide [Met5]-enkephalin (termed OGF), inhibits DNA synthesis by inducing the expression of cyclin-dependent kinase inhibitors p16 (INK4a) and p21 (WAF1/CIP1) [31]. Their negative regulation in cell growth has been well demonstrated in cancer cell lines [32, 33]. Also, in mouse macrophages, *ogfr* regulates the expression of IFNγ, suggesting that they might be involved in the proliferation, differentiation and/or effector functions of macrophages [34]. Moreover, it was reported that the *ogfr* gene is up-regulated in the chronic alcohol-exposed zebrafish, associated with behavioral adaptation and neurochemical changes [35]. Therefore, overexpression of ogfrl2 on exposure to ZnO NPs could act as a potential regulator generating morphological defects in zebrafish embryo-larval development. Additionally, the functionally unknown *cyb5d1* gene in zebrafish was significantly up-regulated on ZnO-NP exposure. 

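The listed probe of cyb5d1 (A_15_P658316, GenBank BC155725) was well above background on 1 of 3 ZnO NP arrays, replicate 1, and on no control or ZnSO4 array. Its processed signal was 5.23 and 3.05 on the control arrays, 158 on ZnO NP replicate 1, 5.4 and 6.39 on the others, and 5.48 to 5.68 in ZnSO4. Against control the level was at least 2.20-fold higher in ZnO NPs, a bound that rests on replicate 1, and the probe was not tested because it was dim on the remaining arrays. The other cyb5d1 probes (RefSeq NM_001017684) were well above background on all arrays. A_15_P144158 had a log2 fold change of -0.25 (standard error 0.40, adjusted p = 0.722 from limma) and A_15_P628191 of -0.17 (standard error 0.16, adjusted p = 0.546).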

Recently, it has been identified in several reports as one that is regulated in breast cancer [36, 37]. Thus, further studies will be needed to understand the role of cyb5d1 in embryonic development of zebrafish. Taken together *ogfrl2* and cyb5d1, genes involved in transcriptional regulation (cyclin K [*ccnk*], tudor domain containing 1 [*Tdrd1*]), detoxification (cytochrome b5 domain containing 1 [*cyb5d1*]), and developmental regulation in embryos (mohawk homeobox b [*mkxb*]) were up-regulated, which is suggestive of efforts to initiate developmental processes under stress. These results indicate that ZnO NPs might be involved in ontogenesis and the immune system of zebrafish.

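The listed ccnk probe (A_15_P643491) had processed signals of 5.25 and 16.1 in the control, 21.0, 14.1 and 462 in ZnO NPs, and 10.3 to 34.4 in ZnSO4, a log2 fold change of 2.39 that was not tested, since 2 of 3 ZnO NP arrays were well above background. The highest value, on ZnO NP replicate 3, decides it. The other ccnk probes, with mean control signals of 5202 and 749, had log2 fold changes of -0.03 and 0.00. For tdrd1 the listed probe (A_15_P346885) read 288 on ZnO NP replicate 3 and 2.76 and 4.81 on replicates 1 and 2, at least 1.95-fold higher than control through that 1 array. A_15_P166781 and A_15_P724256, the other tdrd1 probes, each had a log2 fold change of 0.23 (adjusted p = 0.573 and 0.548). The mkxb probe (A_15_P401390) was tested and had a log2 fold change of 1.95 (standard error 0.84, adjusted p = 0.202 from limma), higher on 3 of 3 ZnO NP arrays than on both control arrays, at 30.5, 31.8 and 208. Without ZnO NP replicate 3 it was 1.04.

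**Figure D2:**
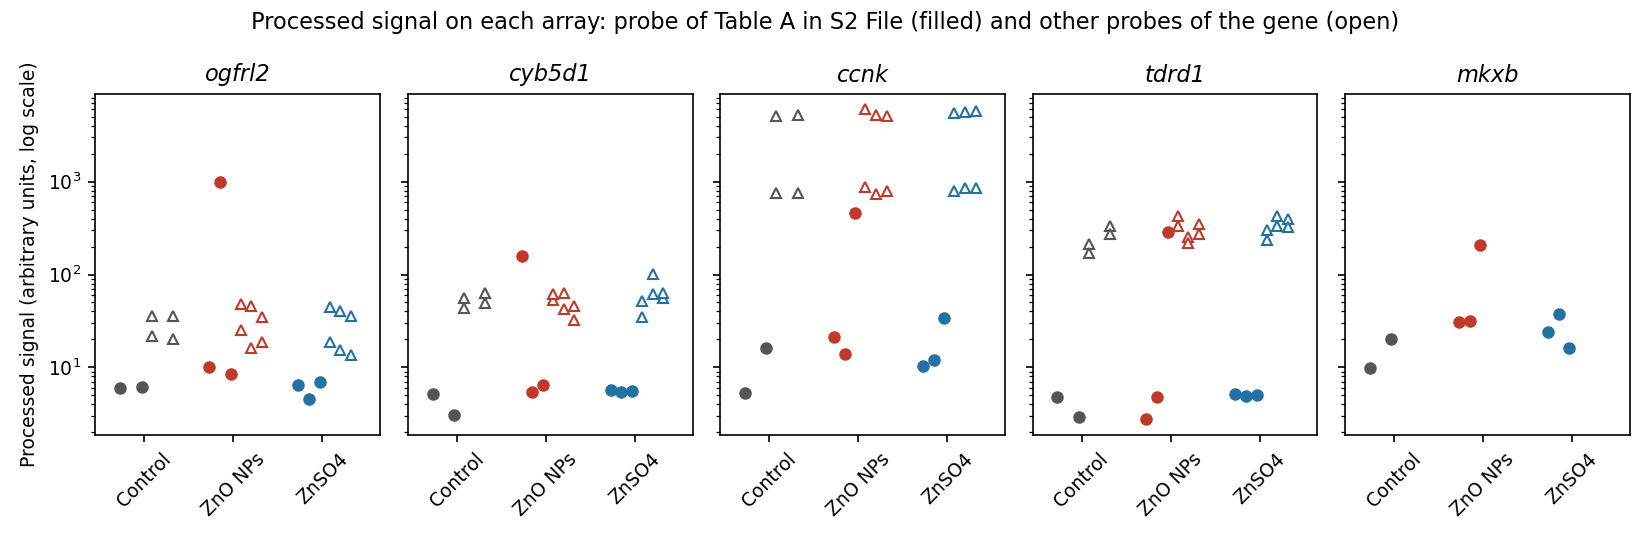
Processed signal (log axis) on each of the 8 arrays for the probes of ogfrl2, cyb5d1, ccnk, tdrd1 and mkxb, with filled points for the probe of Table A in S2 File and open points for the other probes of the gene. For ogfrl2, cyb5d1, ccnk and tdrd1 the filled points stand out on 1 ZnO NP array, at 987, 158, 462 and 288.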

Conversely, *intl2* (Intelectin 2) was significantly reduced by ZnO NPs (−4.32-fold change), but there are no other reports of its expression related to toxicity in zebrafish. 

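The intl2 probe (A_15_P144444, RefSeq NM_001159541) had a mean processed signal of 48.8 ± 5.93 (SD, n = 2) in the control, 13.5 ± 6.66 (SD, n = 3) in ZnO NPs and 33.5 ± 4.12 (SD, n = 3) in ZnSO4. None of the ZnO NP arrays was well above background, and the level is given as at least 4.30-fold lower than control. Only replicate 1 lay below the lowest signal that is well above background on its array, so this bound is close to the fitted change and is no limit over the alternatives. In limma the log2 fold change was -2.11 (standard error 0.48, adjusted p = 0.105 over all probes), lower on 3 of 3 arrays, and the probe was not called. Leaving out 1 array kept it between -2.42 and -1.55, while normexp background correction, which shrinks dim signals, gave -0.47. Against ZnSO4 it was at least 2.74-fold lower, on 3 of 3 arrays (log2 fold change -1.46, adjusted p = 0.811). The change in ZnSO4 against control was -0.65 (adjusted p = 0.493).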

The *intl2* gene is a member of the intelectin family, newly discovered genes involved in development and innate immunity [38]. Takano *et al*. reported that *intl1* was expressed in leukocyte cell lines, but no expression of *intl2* was detected in any of the leukocyte cell lines. This may be a consequence of the initial immune response and/or a downstream immune response, rather than being a component of the primary immune responses [39]. In addition, a number of unknown genes *sc*:*d0261*, *stc1l*, *zgc*:*172323*, *LOC100332*, and *arg1* were significantly reduced more than 5-fold in the ZnO NPs. 

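sc:d0261 (A_15_P273201) had processed signals of 247 and 199 in the control, 22.0, 4.72 and 79.4 in ZnO NPs and 222 to 273 in ZnSO4. Its log2 fold change was -3.55 against control (standard error 0.95, adjusted p = 0.113 from limma) and -3.58 against ZnSO4 (adjusted p = 0.811), lower on 3 of 3 ZnO NP arrays in both cases. stc1l (A_15_P207001) had a log2 fold change of -2.72 in ZnO NPs (standard error 0.69, adjusted p = 0.110) and of -2.14 in ZnSO4 (adjusted p = 0.205), lower on 6 of 6 treated arrays. Its control arrays differed, at 117 and 797, and without control replicate 1 the log2 fold change in ZnO NPs was -4.09 (called, adjusted p = 0.020) and in ZnSO4 -3.52 (called, adjusted p = 0.028), while without control replicate 2 they were -1.35 and -0.77. The listed probe of zgc:172323 (A_15_P751341) was well above background on 1 of 2 control arrays, at 190 against 21.8 on the other, with a log2 fold change of -2.65 that was not tested, and its other probe (A_15_P204816), with a mean control signal of 135, had 0.08 (adjusted p = 0.881). LOC100332066 (A_15_P188046), taken as the LOC gene named from its entry in Table A in S2 File, read 12796 on control replicate 1, a spot marked as an outlier, and 269 on control replicate 2. Its log2 fold change was 0.26 in ZnO NPs without that spot and -2.53 with it. arg1 (A_15_P630326) read 73.7 and 13.3 in the control, with 1 of the 2 well above background, and 4.18 to 11.9 in ZnO NPs, given as at least 3.68-fold lower, a bound that rests on control replicate 1. Leaving out 1 array moved its log2 fold change of -2.39 to between -3.64 and -1.15. Its other probe (A_15_P639024) had a log2 fold change of 0.60 (adjusted p = 0.575).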

The complete list of genes up-regulated and down-regulated by ZnO-NP and ZnSO_4_ treatments is shown in Table A in S2 File.

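The fold changes in Table A in S2 File equal those of the deposited signals to within 0.0011 on the log2 scale with all spots kept. The smallest fold in its 4 lists is 2.00, and a fold change of at least 2 alone, with dim probes and outlier spots kept, gave 500 up and 194 down for ZnO NPs and 683 up and 216 down for ZnSO4, where the paper lists 498, 191, 681 (1 of them a control spot) and 216. This rule was chosen after seeing the data. Of the probes the paper lists, 360 (72.3%) up in ZnO NPs and 522 (76.8%) up in ZnSO4 were not well above background on every array of any group, and so were 91 (47.6%) and 119 (55.1%) of those listed down. The median signal of the list of up probes for ZnO NPs was 6.91 in the control and 18.0 in ZnO NPs. At an unadjusted p under 0.05, 108 of those listed up and 87 of those listed down for ZnO NPs passed, and 117 and 89 for ZnSO4, and 7, 5, 4 and 4 were called. For 425 (85.3%) of the probes listed up in ZnO NPs and 556 (81.8%) of those listed up in ZnSO4, leaving out 1 array brought the fold change below 2.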

### Functional analysis of differentially expressed genes

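Hand-written lists of genes stood in for the KEGG pathways, which were not used here. They were tested for a shift of the whole list in 1 direction, unlike the paper's enrichment of pathways among its changed genes. The list of cytokines, their receptors and related growth factors held 131 genes with 215 tested probes, chosen by symbol after seeing the array annotation and before any list was tested, and the list for the IgA network held 8 genes with 17 tested probes. In limma's camera test, with adjustment over 10 list tests, the cytokine list had an adjusted p of 0.851 for ZnO NPs (mean log2 fold change 0.05, 126 of 215 probes up) and 0.851 for ZnSO4, where the test pointed down while the mean was 0.02 and the median 0.01. With quantile normalization the means of the cytokine list were -0.04 in both treatments. The IgA list pointed down in both, with a mean of -0.06 in each and an adjusted p of 0.304 for ZnO NPs and 0.238 for ZnSO4, and its mean in ZnO NPs was 0.01 with normexp. Without the filter on dim probes the IgA means were up, at 0.08 in ZnO NPs and 0.21 in ZnSO4 (adjusted p = 0.692 and 0.870). The fry test and camera with an estimated correlation gave no adjusted p under 0.05 for either list. Of the cytokine list's probes on the array, 6 are among those the paper lists up in ZnO NPs, 1 of them tested (edar), and 6 among those listed up in ZnSO4, of which 0 were tested. From the IgA list, 3 probes are listed up in ZnO NPs and 5 in ZnSO4, and 0 of these were bright enough to be tested.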

KEGG pathway analysis revealed ZnO NP-specific toxicological pathways concerned with cytokine-cytokine receptor interactions and the intestinal immune network for IgA production (Table 2). 

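The tnfsf13b probe in Table A in S2 File (A_15_P156146, RefSeq NM_001113590) was well above background on 2 of 3 ZnO NP arrays and on no control or ZnSO4 array, and was not tested. Its processed signal was 5.16 and 10.1 in the control, 20.1, 32.2 and 9.38 in ZnO NPs, and 11.3, 21.4 and 15.8 in ZnSO4. The level in ZnO NPs is given as at least 1.74-fold higher than in the control. This bound is on the group means, since ZnO NP replicate 3 read below control replicate 2. The range in ZnO NPs overlaps that of ZnSO4. For ZnSO4 no fold change is given, since neither group was above background. Table A in S2 File lists this probe up in ZnSO4 as well, with a log2 fold change of 1.01 against 1.24 in ZnO NPs. Each ZnSO4 array read above both control arrays. The other tnfsf13b probe (A_15_P102554) was well above background on ZnSO4 replicate 2 alone, at 53.5, with 5.95 to 10.4 on the ZnO NP arrays.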

In the cytokine-cytokine receptor interaction pathway, specific genes in related fish models include *edar* (ectodysplasin A receptor) and *tnfsf13b* (tumor necrosis factor (ligand) superfamily, member 13b). The *edar* gene encodes a transmembrane protein with similarity to tumor necrosis factor receptor (TNFR).

**Table 2:** Heatmaps of pathway (KEGG) enrichment analysis for ZnO NP- and ZnSO_4_-regulated genes.

	ZnO-LC_25_	ZnSO_4_-LC_25_
**Up-regulation**		
Cytokine-cytokine receptor interaction	0.029	
Neuroactive ligand-receptor interaction		0.012
Cell adhesion molecules (CAMs)		0.004
Intestinal immune network for IgA production	0.030	
**Down-regulation**		
Circadian rhythm	0.002	0.003

Up- and down-regulated genes with fold changes ≥1.5 or ≤−1.5, respectively (*p* < 0.05). The values represent significance as *p*-values.

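For the circadian rhythm pathway, a hand-written list of 33 clock genes with 61 tested probes was used. limma's camera test pointed down in both treatments, with an adjusted p of 0.851 for ZnO NPs and 0.537 for ZnSO4. In ZnO NPs the mean log2 fold change was -0.02 and the median 0.01, with 32 of 61 probes up, and the fry test pointed up (adjusted p = 0.303). In ZnSO4 the mean was -0.05 and the median -0.04, with 28 probes up. 0 probes of the list were called by limma in either treatment, and at an unadjusted p under 0.05, whatever the fold change, 9 were up and 7 down in ZnO NPs, and 7 up and 8 down in ZnSO4. per3 (A_15_P103364) had the lowest value of the probes the paper lists down and was singled out after its values were seen. Its log2 fold change was -1.61 in each treatment (adjusted p = 0.113 and 0.174 from limma). The other tested per3 probe (A_15_P628251) had -0.23 in ZnO NPs (adjusted p = 0.525) and -0.50 in ZnSO4 (adjusted p = 0.278). The list has 5 probes among those the paper lists down in ZnO NPs, from nr1d1, per1b and per3, and 3 among those listed up, from cry3b, nr1d4a and nr1d4b.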

EDA signaling involving the *edar* gene is associated with variations in morphology that occurred during the evolution of teleost fishes [40]. In particular, the pathway is necessary for the development and patterning of the dermal bones of the skull, scales, fin rays and teeth of the adult zebrafish [41]. In the light of these functions of the *edar* gene, we suggest that up-regulation of this gene in response to ZnO NPs should be regarded as a component of the regulators responsible for morphological changes in early development and that eventually affect adult body form. 

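The edar probe (A_15_P202266, RefSeq NM_001115064) had a mean processed signal of 17.0 ± 8.25 (SD, n = 2) in the control, 38.3 ± 4.87 (SD, n = 3) in ZnO NPs and 27.2 ± 3.89 (SD, n = 3) in ZnSO4, with 1 of the 2 control arrays well above background. Against control its log2 fold change in ZnO NPs was 1.17 (standard error 0.29, adjusted p = 0.109 over all probes from limma), higher on 3 of 3 arrays than on both control arrays, and it was not called. The control arrays decide that call, since without control replicate 2 it was 1.67 (called, adjusted p = 0.018) and without control replicate 1 it was 0.66 (adjusted p = 0.293). In ZnSO4 the log2 fold change was 0.65 (adjusted p = 0.280), 1.16 without control replicate 2 (called, adjusted p = 0.044) and -0.055 with normexp background correction. Between ZnO NPs and ZnSO4 it was 0.51 (standard error 0.26, adjusted p = 0.811), higher on 3 of 3 arrays.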

The *tnf13b* gene (also known as BAFF) is a member of the TNFSF that plays an important role in B-cell survival, proliferation and differentiation, and with T-cell activation. The association with increased BAFF expression after bacterial and viral infections suggests that it plays a potentially important role in the immune system of fish [42]. *tnfsf13b* expression is significantly increased in lung adenocarcinomas and malignant breast tissue [43, 44].

Under the pathway of the intestinal immune network for IgA production, specific gene-related fish models include the *aicda* (activation-induced cytidine deaminase) gene. The AICDA enzyme is a B lymphocyte-specific member of the apolipoprotein B mRNA-editing catalytic component (APOBEC) family of Zn-dependent cytidine deaminases. In zebrafish embryogenesis, *aicda* knockdowns revealed an increase of abnormalities in neuronal development, and hypermethylation at loci encoding for transcription factors involved in neurogenesis [45]. The cytokine-cytokine receptor interaction pathway is proportional to the number of genes shared by the pathway of the intestinal immune network for IgA production and the hemopoietic cell-lineage pathway and is connected to a network of biological links within the immune pathways [46].

To confirm the molecular modes of actions caused by exposure to ZnO NPs, three genes that were influenced by the pathways of the intestinal immune network for IgA production (*aicda* and *tnfsf13b*), and cytokine-cytokine receptor interaction (*edar* and *tnfsf13b*), were selected for qPCR analysis (Fig 6). Additionally, the ZnO NP-specific changes in the expression profiles of the *cyb5d1*, *intl2* and *ogfrl2* genes were randomly selected from the up- and down-regulated transcriptional change data (fold change >1.5, *p* < 0.05). 

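Of the 15 probes by which Table A in S2 File lists the genes that the paper names, 6 passed the filter on dim probes (those of mkxb, intl2, sc:d0261, stc1l, LOC100332066 and edar). In limma 0 of them were called against control in either treatment or between the treatments. At an unadjusted p under 0.05, 5 passed for ZnO NPs against control, 1 for ZnSO4 against control and 2 for ZnO NPs against ZnSO4. The 5 include LOC100332066, which rests on 1 control array, has a log2 fold change of 0.26 and goes opposite to the listed reduction. The one-way ANOVA of the methods, without adjustment, called sc:d0261 and intl2 with LSD comparisons for ZnO NPs against control, and intl2 with Tukey comparisons, and for ZnO NPs against ZnSO4 the same pair with LSD and sc:d0261 with Tukey comparisons. With p adjusted over the list alone, the same 5 were under 0.05 for ZnO NPs, 0 for ZnSO4 and 2 for the difference between the treatments, and since the study chose the genes on these samples, these are not independent evidence.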

The gene expression levels estimated by qPCR showed good agreement with microarray data. The transcriptional levels of the pathway-related genes were increased after ZnO-NP exposure compared with exposure to ZnSO_4_, except in the case of the *intl2* gene.

**Fig 6:**
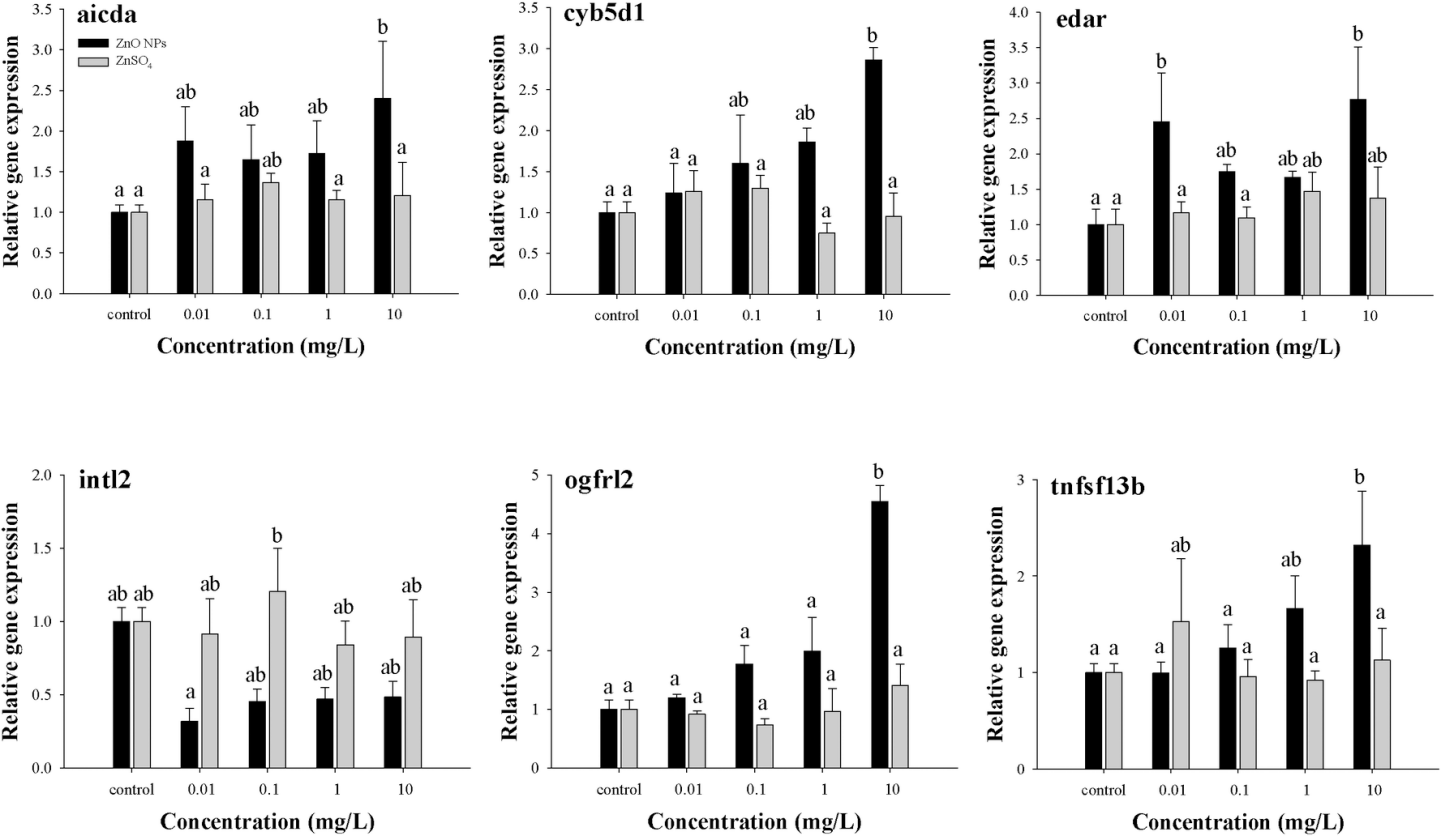
Relative expression of six genes in zebrafish embryos exposed to ZnO NPs and ZnSO_4_ for 96 hpf. Values are presented as means ± SEM (*n* = 3). Significant differences among treatment groups are denoted by different letter labels (one-way ANOVA, followed by a *post hoc* test: Tukey’s (*cyb5d1*, *intl2* and *ogfrl2*) and LSD (*aicda*, *edar*, and *tnfsf13b*), *p* < 0.05).

This study illustrates the value of high-throughput transcriptional data and has identified potential biomarkers that were differentially regulated after exposure to ZnO NPs, irrespective of whether they were differentially expressed after ZnSO_4_ treatment. Our aim was to examine gene expression, molecular mechanisms, related morphological changes and mortality caused by ZnO NP-toxicity in zebrafish. Although many genetic changes were identified, it was difficult to precisely determine their roles. Following exposure to ZnO NPs, we show a number of genetic changes (including putative biomarkers) associated with the cytokine receptor and immune networks that probably contribute to the toxic effects, including morphological changes.

## Conclusions

This study specifically provides insights into the toxicology of ZnO NPs for developmental processes and demonstrates transcriptional responses through microarray analysis. The toxicity of ZnO NPs, based on Zn levels, was quite similar to that in embryonic/larval zebrafish exposed to corresponding ZnSO_4_ concentrations. However, malformations, which included pericardial edema, tail edema, and yolk-sac edema in ZnO NP-exposed developmental stages of zebrafish, differed from those of the ZnSO_4_-exposure group. Specifically, ZnO NPs induced overexpression of *ogfrl2* and *cyb5d1* genes, which have not previously been associated with NP toxicity, and significantly changed expression of genes related to cytokine receptor and immune networks. Therefore, ZnO NPs could cause adverse physiological outcomes resulting from impaired signal transduction. Further studies are still needed to better understand the genes, especially the time-course of their expression following ZnO-NP exposure.

## Supporting Information

S1 File **Table A** Concentrations of ZnO-NPs, ZnSO_4_ and atomic Zn concentrations, (means ± SD) in the ZnO-NP and ZnSO_4_ treatments, initially and after 96 h **Table B.** Size and Z-potential of ZnO nanoparticles (means ± SD) in DI water **Table C.** Primer used in qRT-PCR validation (MS word file).
(DOCX) Click here for additional data file.

S2 File **Table A.** Fold changes of transcripts (up- and down-regulated genes).
(XLSX) Click here for additional data file.

# Supplementary material for: Developmental Toxicity of Zinc Oxide Nanoparticles to Zebrafish (Danio rerio): A Transcriptomic Analysis
**Source:** PLoS One. 2016 Aug 9;11(8):e0160763. doi: 10.1371/journal.pone.0160763
**Supplement:** S1 File — Table A Concentrations of ZnO-NPs, ZnSO4 and atomic Zn concentrations, (means ± SD) in the ZnO-NP and ZnSO4 treatments, initially and after 96 h Table B. Size and Z-potential of ZnO nanoparticles (means ± SD) in DI water Table C. Primer used in qRT-PCR validation (MS word file).

Table A. Concentrations of ZnO-NPs, ZnSO_4_ and atomic Zn concentrations, (means ± SD) in the ZnO-NP and ZnSO_4_ treatments, initially and after 96 h

|  | | Measured (mg/L) | | Dissolved Zn (µg/L) | |
| --- | --- | --- | --- | --- | --- |
| Nominal concentration (mg/L) | | 0 h | 96 h | 0 h | 96 h |
| ZnO NPs | 0.01 | 0.029 ± 0.000 | 0.078 ± 0.000 | 0.000 ± 0.000 | 0.014 ± 0.000 |
|  | 0.1 | 0.158 ± 0.000 | 0.153 ± 0.000 | 0.009 ± 0.001 | 0.044 ± 0.003 |
|  | 1 | 1.062 ± 0.017 | 1.019 ± 0.004 | 0.818 ± 0.005 | 0.774 ± 0.029 |
|  | 10 | 7.431 ± 0.052 | 7.040 ± 0.048 | 5.797 ± 0.642 | 5.694 ± 0.055 |
| ZnSO_4_ | 0.01 | 0.017 ± 0.000 | 0.033 ± 0.001 | 0.001 ± 0.000 | 0.088 ± 0.003 |
|  | 0.1 | 0.081 ± 0.000 | 0.106 ± 0.000 | 0.005 ± 0.002 | 0.017 ± 0.000 |
|  | 1 | 0.507 ± 0.013 | 0.497 ± 0.001 | 0.328 ± 0.029 | 0.310 ± 0.033 |
|  | 10 | 4.657 ± 0.028 | 4.996 ± 0.065 | 6.263 ± 0.171 | - 1. ± 0.076 |

Table B. Size and Z-potential of ZnO nanoparticles (means ± SD) in DI water

|  | | Size (nm) | | Z-potential (mV) | |
| --- | --- | --- | --- | --- | --- |
| Nominal (mg/L) | | 0 h | 96 h | 0 h | 96 h |
| ZnO NPs | 1 | n.d | n.d | n.d | n.d |
|  | 10 | 202.56 ± 23.46 | 242.63 ± 2.70 | 18.90 ± 0.70 | 19.00 ± 0.50 |
|  | 100 | 203.23 ± 2.54 | 288.63 ± 1.58 | 25.13 ± 0.76 | 21.50 ± 0.40 |

*n.d: not detected.

Table C. Primers used in qRT-PCR validation

| Probe Name | Gene Symbol | Forward sequence | Reverse sequence | Ref Seq Accession | product size |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| A_15_P6311 | *aicda* | ctgtcacagacgcccaatct | aaaactccgctccctccttg | NM_001008403 | 189 |
| A_15_P6583 | *cyb5d1* | aggtgtcgcttcacaacaca | ctttgggtcgaaccagtgac | BC155725 | 158 |
| A_15_P2022 | *edar* | cgcgtcatcagaaaacgagc | cttctgctgtgaatcccggt | NM_001115064 | 195 |
| A_15_P1444 | *intl2* | cctgctgctccaatcgtgta | tagggaccccctcaggaaag | NM_001159541 | 220 |
| A_15_P1359 | *ogfrl2* | acaaagaatggtggggtcaa | cacgttccacctttcctgtt | NM_001075104 | 237 |
| A_15_P1561 | *tnfsf13b* | atggcaggtgggtctaaagc | attgccgaccacgttcttct | NM_0011135 | 181 |

The genes selected from the available sequences at GenBank were associated with activation-induced cytidine deaminase (*aicda*), cytochrome b5 domain containing 1 (*cyb5d1*), ectodysplasin A receptor (*edar*), intelectin 2 (*intl2*), opioid growth factor receptor-like 2 (*ogfrl2*) and tumor necrosis factor (ligand) superfamily, member 13b (*tnfsf13b*).

How the deposited data were processed for this re-analysis (not part of the article)

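Gene expression in zebrafish larvae at 96 hpf was measured on 1-color Agilent arrays in 3 groups: an unexposed control (2 arrays), ZnO NPs at 2.64 mg/L (3 arrays) and ZnSO4 at 7.75 mg/L (3 arrays). Each array stands for 1 labelled RNA sample. The paper states that each treatment was run in triplicate, and 2 control arrays were used here. The arrays lay on 1 slide, in 2 blocks of positions called its sides, and the control and ZnSO4 arrays lay on different sides.

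The deposited files hold the output of Feature Extraction, version 10.10.1.1 by their header, which differs from the version and the array format that the paper's text gives. For each of 62976 spots (384 by 164 positions) they give intensities: the median signal, the background, and an intensity that per the file headers had its background subtracted and a spatial trend removed, called the processed signal, with marks for outliers, saturation and a signal well above background. A further table holds the authors' processed values, which are log2 signals shifted by the 75th percentile of each array, centered on each probe's median over the 8 arrays and rounded to 2 decimals, and it was checked against the signals. The paper's text names the percentile shift and the fold change of 1.5 but not the percentile, and its statistics section names one-way ANOVA with LSD or Tukey comparisons without saying whether they were applied to the arrays.

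Control spots and spots marked as outliers were left out, and spots of a probe were averaged on the log2 scale, for 43603 probes, of which 25699 have 1 spot, 17854 have 2 and 50 have 5. Log2 processed signals were shifted by each array's 75th percentile. Probes well above background on every array of at least 1 group were kept (34617, or 79.4%), and 34616 of these could be tested. Between 77.5% and 85.8% of probes were well above background per array, and a dim probe's fold change has little precision. limma 3.58.1 in R 4.3.3 (with statmod 1.5.0 and data.table 1.17.8) fitted the 3 groups together, with 5 residual and 2.43 prior degrees of freedom, and tested each treatment against control, the treatments against each other and the mean of both treatments against control. A probe was called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05. When 1 array is left out of the control, the lone control array is assumed to vary like the other groups. Tested on simulated data with 200 changed probes among 34610, limma recovered 87.5% of them for ZnO NPs, 79.5% for ZnSO4 and 86.5% for the difference between the treatments, with 9.33%, 8.62% and 8.95% of the calls false. The simulated changes were at least 2-fold, and of the 2-fold ones limma recovered 79%, 67% and 76%. Residuals were drawn independently per probe, without deviations that span an array. The simulation therefore does not measure detection below 2-fold or in arrays with such deviations.

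Probes were named through their RefSeq accessions and a gene table of the assembly GRCz12tu (25854 probes) and otherwise through Table A in S2 File (416 probes), and 17333 probes have no symbol. No coordinates are given, since the files name another genome build. Genes named are those the paper names, with their other probes, beta actin, the metallothionein mt2 and, for each comparison, the 3 probes with the largest positive and the 3 with the largest negative change among called probes with symbols whose groups do not overlap. Where no array of 1 of the groups was well above background, a lower bound of the fold change replaces the fold change, and where neither group was, none is given.

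Lists of genes for circadian rhythm, the IgA network, vitellogenins and zinc handling were written by hand, with a list of cytokines and receptors, and tested with camera (preset correlation 0.01), with fry and with camera at an estimated correlation, adjusted over 10 tests. The rule for the cytokine list was rewritten from gene names to symbols after the files were seen and before the lists were tested. After the lists had been tested once, synonyms of symbols were restricted to those that point to 1 gene, which changed the zinc list. The groups, tests, rule for named genes and most alternatives were set before the data were examined. Those alternatives change the scaling, the background correction, the filter, the test, the fold, the arrays used and the blocks. Normexp (offset 50) used the median signal of each spot, since the mean signal is not in the files. The side of the slide as a block and a fold of at least 2 alone with dim probes and outlier spots kept were added after seeing the data. In 20 simulations, unchanged groups sharing the control arrays were drawn with independent residuals per probe, without deviations that span an array. The qPCR, mortality and malformation data were not analysed here. The result for 1 of the genes that the paper names is not reported here.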

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

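The tests on mt2 and on arf4b, LOC560642 and zgc:110286 were chosen after the results were seen, and those on the vitellogenin list before.

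mt2, a metallothionein gene that the paper's text does not discuss, though Table A in S2 File lists it up in ZnSO4, read higher in both treatments than in the control. At A_15_P105247 the log2 fold change was 0.90 in ZnO NPs (standard error 0.22, adjusted p = 0.108 from limma) and 1.02 in ZnSO4 (adjusted p = 0.162), higher on 6 of 6 treated arrays than on both control arrays at each of its 3 probes, and neither change passes the correction. Leaving out 1 array kept it between 0.69 and 1.1 in ZnO NPs and between 0.86 and 1.18 in ZnSO4. The difference between the treatments was -0.12 (adjusted p = 0.918) and changed sign without ZnO NP replicate 1 (0.078). The side of the slide cannot be told apart from the treatment. On the side that holds both groups the lowest ZnO NP array lay 0.35 above the highest control array at A_15_P105247 (log2), but 0.010 above it at A_15_P631386, where the control arrays had a standard deviation of 0.23, and the ZnSO4 arrays share no side with the control. The tables argue against the scaling of the arrays as the whole cause, since over the 3 probes and both treatments the smallest log2 fold change with quantile normalization or normexp was 0.75 (standard error 0.35, A_15_P631386 in ZnO NPs with normexp). The test on the side was first run on A_15_P105247 and was extended to all 3 probes after its values were seen, and that on the scaling replaced one on the gap between arrays. Exposure to zinc, which the design names, is a candidate explanation, and a difference in how the control samples were handled was not tested.

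arf4b, LOC560642 and zgc:110286 (A_15_P548212), which Table A in S2 File lists and the paper's text does not discuss, were called up in both treatments. The log2 fold changes were 1.89 in ZnO NPs and 1.74 in ZnSO4 for arf4b, 1.94 and 1.83 for LOC560642, and 1.76 and 1.60 for zgc:110286, with each of the 6 treated arrays above both control arrays. The calls for ZnSO4 were lost under 12, 8 and 8 of 26 alternatives, and the directions were kept under all 26. Some of the 26 change only the rule on the same fit, so they keep the direction by construction. The looser ones among them keep the call too. Against the side of the slide as the cause in ZnO NPs stands the smallest gap of 1.52 between the lowest ZnO NP array and the highest control array on the side with both groups. Against the scaling of the arrays stands a smallest gap of 1.12 over the scalings, and against control replicate 1 as the source stands a smallest log2 fold change of 1.63 without it, where arf4b was no longer called (adjusted p = 0.058 in ZnO NPs and 0.065 in ZnSO4). A response to zinc may explain the pattern. Other called probes of zgc:110286 (A_15_P206551 and A_15_P620394) rose by 2.47 and 2.25 in ZnO NPs and by 1.89 and 1.59 in ZnSO4. Another probe of LOC560642 (A_15_P682331) was called for both treatments together, at 1.76. These probes were picked because they were called, and none is given for arf4b, so hybridization of related transcripts stays open. A difference in handling between control and treated larvae was not tested, and the side of the slide stays open for ZnSO4.

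Vitellogenin probes, a list of 5 genes with 16 tested probes that the paper does not discuss, had a mean log2 fold change of 1.03 in ZnO NPs (14 of 16 probes up) and 1.53 in ZnSO4 (15 of 16 up). camera gave an adjusted p of 0.0099 and 1.2e-07, but neither held under fry (0.265 and 0.256) or with the estimated correlation of 0.74 (0.640 and 0.630), and over all alternatives the adjusted p ran from 1.6e-08 to 0.640 in ZnO NPs and from 3.8e-13 to 0.630 in ZnSO4. 0 of the probes were called by limma, and at an unadjusted p under 0.05 9 were up in ZnO NPs and 12 in ZnSO4. Without control replicate 2 the adjusted p in ZnO NPs was 0.442, and without ZnO NP replicate 3 it was 0.190. Relative to the control mean, the list's mean was 0.08, 1.35 and 1.68 on the ZnO NP arrays, 1.07, 1.91 and 1.61 on the ZnSO4 arrays, and 0.10 and -0.10 on the control arrays. Variation between arrays of the same group may account for the pattern in ZnO NPs, since the lowest treated array lay at -0.022 relative to the highest control array. The side of the slide cannot be told apart from the treatment, with the same value of -0.022 on the side that holds both groups: ZnO NP replicate 1 there is level with the control while replicate 2 is above it. The test as first written would have counted that value in favor of the side, and it was read as undecided after the value was seen. Contamination of single samples with other tissue was not tested, and zinc exposure stays open as untested.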

How the results depend on the processing

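The side of the slide as a block and the fold of at least 2 with dim probes and outlier spots kept were chosen after seeing the data, and the other alternatives before. Main results are 8 up and 7 down in ZnO NPs, 5 up and 4 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 32 for both treatments together, with shared shares of 30% and 37.5%. Of the values that answer a comparison, 291 kept their direction and their side of the threshold (or a count within 1.5 times), 150 moved, 11 became weaker and 2 stronger. Of those for named genes, 1786 were unchanged in this sense, 127 became stronger, 144 weaker, 22 moved and 25 reversed. Except where a setting tests fewer or other probes or arrays by its construction, the cause was not tested.

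A fold of at least 2 with the adjusted p gave 7 up and 5 down in ZnO NPs, 4 up and 4 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 18 for both treatments together. An unadjusted p under 0.05 with a fold of at least 1.5 gave 732 up and 331 down in ZnO NPs, 483 up and 346 down in ZnSO4, 107 higher and 96 lower in ZnO NPs than in ZnSO4, and 817 for both treatments together. A fold of at least 1.5 alone gave 986 up and 426 down in ZnO NPs, 748 up and 458 down in ZnSO4, 199 higher and 239 lower in ZnO NPs than in ZnSO4, and 1060 for both treatments together. A fold of at least 2 alone gave 138 up and 98 down in ZnO NPs, 156 up and 93 down in ZnSO4, 29 higher and 35 lower in ZnO NPs than in ZnSO4, and 195 for both treatments together. ANOVA with LSD comparisons, unadjusted, gave 353 up and 156 down in ZnO NPs, 214 up and 158 down in ZnSO4, 36 higher and 33 lower in ZnO NPs than in ZnSO4, and 402 for both treatments together. The ANOVA's overall F test was then adjusted by Benjamini-Hochberg, with the LSD comparisons left unadjusted. This gave 0 up and 2 down in ZnO NPs, 0 up and 1 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 1 for both treatments together. ANOVA with Tukey comparisons gave 331 up and 131 down in ZnO NPs, 184 up and 142 down in ZnSO4, 29 higher and 22 lower in ZnO NPs than in ZnSO4. limma with a trend and robust eBayes gave 79 up and 60 down in ZnO NPs, 31 up and 37 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 243 for both treatments together. Fitting only the groups compared gave 0 up and 1 down in ZnO NPs, 2 up and 1 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4. In the last of these the shared shares were 0% and 100%, and neither it nor the Tukey comparisons had a comparison of both treatments together. No share of up probes could be formed for the LSD comparisons with the adjusted F test.

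Normexp background correction gave 5 up and 6 down in ZnO NPs, 4 up and 2 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 12 for both treatments together, with shared shares of 80% and 33.3%. Quantile normalization gave 8 up and 11 down in ZnO NPs, 4 up and 6 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 31 for both treatments together, with shared shares of 33.3% and 21.4%. The authors' processed values gave 8 up and 7 down in ZnO NPs, 4 up and 4 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 27 for both treatments together, with shared shares of 33.3% and 37.5%. Keeping outlier spots gave 8 up and 7 down in ZnO NPs, 5 up and 4 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 30 for both treatments together, with shared shares of 30% and 37.5%. No filter on dim probes gave 2 up and 1 down in ZnO NPs, 0 up and 1 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 3 for both treatments together, with shared shares of 0% and 100%. Only probes well above background on all 8 arrays gave 8 up and 6 down in ZnO NPs, 13 up and 6 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 72 for both treatments together, with shared shares of 50% and 33.3%. Without the filter the correlation of the log2 fold changes of the treatments across probes was 0.66 against 0.78. Signal over background limits what can be measured, since 34617 of 43603 probes passed the filter.

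With 1 array left out in turn, the lowest and highest values were 1 and 1282 up in ZnO NPs, 1 and 399 down in ZnO NPs, 0 and 581 up in ZnSO4, 1 and 338 down in ZnSO4, 3 and 1512 for both treatments together, 0% and 100% for the shared share of up probes, and 56.1% and 100% for that of down probes. limma called 0 probes between ZnO NPs and ZnSO4 with each array left out, where the unadjusted p gave 107 and 96 on all arrays. The highest counts were those without control replicate 2, where the lone control array is taken to vary like the other groups. The correlation across probes ran from 0.723 to 0.883.

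The replicate number as a block gave 1 up and 1 down in ZnO NPs, 0 up and 1 down in ZnSO4, 0 higher and 0 lower in ZnO NPs than in ZnSO4, and 2 for both treatments together, with shared shares of 0% and 100%. The numbers pair the arrays only by name, since the same-number pairs had residual correlations of -0.03, 0.01, -0.07, 0.06, 0.06, 0.08 and 0.15. The side of the slide as a block gave 1 up and 1 down in ZnO NPs, 0 up and 2 down in ZnSO4, 20 higher and 1 lower in ZnO NPs than in ZnSO4, and 2 for both treatments together, with shared shares of 0% and 50%, and the vitellogenin list had an adjusted p of 0.381 in both treatments. A slide or scan block was not run, since 1 slide held all arrays. The fold of at least 2 alone with dim probes and outlier spots kept gave 500 up and 194 down in ZnO NPs, 683 up and 216 down in ZnSO4, 176 higher and 344 lower in ZnO NPs than in ZnSO4, and 516 for both treatments together, with shared shares of 13.6% and 34.9%.

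With ZnO NPs against control replicate 1 and ZnSO4 against control replicate 2, the correlation was 0.26 and, at a fold of at least 1.5 alone, the shared shares were 5.13% and 10.6%. With the control arrays exchanged they were 0.287, 7.97% and 8.8%. The circadian, IgA and cytokine lists kept their side of the threshold under all 20 of their alternatives. The vitellogenin list's adjusted p in ZnO NPs was above 0.05 with no filter (0.173), with probes well above background on all arrays (0.220), with fry (0.265), with the estimated correlation (0.640) and with 1 probe per gene (0.494), and between 1.6e-08 and 0.442 with 1 array left out. In ZnSO4 it was above 0.05 with fry (0.256) and the estimated correlation (0.630). The zinc list in ZnSO4 passed with normexp (0.035), and ran from 0.0091 to 0.848 with 1 array left out.

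Reversed log2 fold changes of named genes were mostly near 0. With normexp, edar in ZnSO4 was -0.055 and sc:d0261 in ZnSO4 was -0.10. With quantile normalization sc:d0261 in ZnSO4 was -0.025, actb1 was 0.063 in ZnO NPs, 0.087 in ZnSO4 and -0.024 between the treatments, and actb2 was 0.044 and 0.024 against control. LOC100332066 was -2.53 in ZnO NPs and -2.66 in ZnSO4 with outlier spots kept, with the authors' values and with the fold of at least 2 alone with dim probes and outlier spots kept, each through the outlier spot on control replicate 1. With 1 array left out, sc:d0261 in ZnSO4 ran from -0.14 (without control replicate 2) to 0.19 (without control replicate 1), and was -0.04 without ZnSO4 replicate 3. Between the treatments mt2 ran from -0.33 (without ZnO NP replicate 3) to 0.078 (without ZnO NP replicate 1), ocstamp from -0.10 (without ZnO NP replicate 1) to 0.44 (without ZnO NP replicate 2), with -0.07 without ZnO NP replicate 3, LOC560642 from -0.0027 (without ZnO NP replicate 2) to 0.22 (without ZnO NP replicate 1) and actb1 from -0.020 (without ZnSO4 replicate 3) to 0.068 (without ZnSO4 replicate 1). With the replicate block sc:d0261 in ZnSO4 was -0.49. With the side of the slide as a block, mkxb in ZnSO4 was -2.05, sc:d0261 in ZnSO4 was -2.92 and mt2 between the treatments was 0.30.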

Differences from the paper's values

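The counts of called probes differ from those the paper gives. For probes up in ZnO NPs alone the paper's value is 358 and limma called 5, for down in ZnO NPs alone the paper's value is 87 against 4, for up in ZnSO4 alone the paper's value is 541 against 2, and for down in ZnSO4 alone the paper's value is 112 against 1. Of 24 alternatives set before the data were examined, an unadjusted p under 0.05 with a fold of at least 1.5 came within 1.5 times the paper's value for up in ZnO NPs alone (482) and for down in ZnSO4 alone, and the 23 others did not. None of the 24 did for down in ZnO NPs alone or up in ZnSO4 alone. A fold of at least 2 alone with dim probes and outlier spots kept, which was chosen after seeing the values, gave 358, 88, 541 and 110.

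For the lists in Table A in S2 File, the paper's values are 498 up and 191 down in ZnO NPs and 681 up and 216 down in ZnSO4, against 8, 7, 5 and 4 called. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were, for up in ZnO NPs, the unadjusted p with a fold of at least 1.5 (732) and the ANOVA with unadjusted LSD comparisons (353). For down in ZnO NPs they were the ANOVA with LSD (156) and with Tukey comparisons (131). For up in ZnSO4 they were a fold of at least 1.5 alone (748), the unadjusted p (483) and leaving out control replicate 2 (581), and for down in ZnSO4 the ANOVA with LSD comparisons (158). The others, 22, 22, 21 and 23 of 24, did not come within it. The rule chosen after seeing the values gave 500, 194, 683 and 216.

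For the shared share of up probes the paper's value is 10% and that of the called probes is 30.0%. Of the alternatives set before the data were examined, 1 came within 1.5 times the paper's value, with ZnO NPs against control replicate 2, ZnSO4 against control replicate 1 and a fold of at least 1.5 alone (7.97%), and 24 did not. The rule chosen after seeing the values gave 13.6%.

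For LOC100332066 the paper's log2 fold change is -2.54 in ZnO NPs and -2.66 in ZnSO4, against 0.26 and 0.13 here. Of 23 alternatives set before the data were examined, keeping outlier spots gave -2.53 and -2.66 and the authors' processed values gave -2.53 and -2.66, and 21 did not come within the spread of the arrays. Outlier spots were also kept in the rule chosen after seeing the values, with -2.53 and -2.66.

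The paper states higher ogfrl2 in ZnO NPs, where no fold change is given here because no array was well above background without the outlier spot. With that spot kept and no bound, the fold of the group means was 6.82, and the paper's value is 6.81. For cyb5d1 the bound is at least 2.20-fold higher, where the group means without a bound gave 4.13 and the paper's value is 4.12. For intl2 the bound is at least 4.30-fold lower, where the group means without a bound gave -4.33 and the paper's value is -4.32.

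The paper states that cyb5d1 was significantly raised and that intl2, sc:d0261, stc1l, zgc:172323, the LOC gene and arg1 were significantly reduced in ZnO NPs. limma called 0 of these, with an adjusted p of 0.105 for intl2, 0.113 for sc:d0261, 0.110 for stc1l and 0.156 for LOC100332066, and the others were too dim to be tested. At an unadjusted p under 0.05 with a fold of at least 1.5, intl2, sc:d0261 and stc1l passed. The ANOVA of the methods with unadjusted LSD comparisons called intl2 and sc:d0261, with Tukey comparisons intl2, and leaving out control replicate 1 called stc1l. A fold of at least 1.5 or 2 alone passed intl2, sc:d0261 and stc1l. The rule chosen after seeing the values passed the probes of cyb5d1, zgc:172323 and arg1 as well, since it uses the group means without a filter. For cyb5d1 and intl2, and for ogfrl2, edar and tnfsf13b, the paper also reports qPCR. There it describes responses to ZnO NPs that differ significantly from those to ZnSO4, and the qPCR was not analysed here.

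The paper states higher edar and mkxb in ZnO NPs. limma called neither (adjusted p = 0.109 and 0.202). edar passed at an unadjusted p under 0.05 with a fold of at least 1.5 and without control replicate 2, and both passed a fold of at least 1.5 or 2 alone and the rule chosen after seeing the values. That rule also passed the listed probes of ogfrl2, ccnk and tdrd1.

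The paper states more DEGs for ZnSO4 than for ZnO NPs. The called probes were 8 up and 7 down for ZnO NPs and 5 up and 4 down for ZnSO4. ZnSO4 had more in both directions without control replicate 1 (24 and 45 against 19 and 38), more up probes among those well above background on all 8 arrays (13 against 8) at a fold of at least 2 alone (156 against 138) and in the fit of only the groups compared (2 against 0), more down probes at the unadjusted p (346 against 331), at a fold of at least 1.5 alone (458 against 426), with LSD and Tukey comparisons (158 against 156 and 142 against 131) and with the side of the slide as a block (2 against 1, a choice made after seeing the data), and more in both directions under the rule chosen after seeing the values.

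The paper states that cytokine-cytokine receptor interaction and the IgA network were raised in ZnO NPs only, and circadian rhythm reduced in both treatments. With the hand-written lists, camera gave an adjusted p of 0.851 and 0.304 for the first pair in ZnO NPs, with the IgA list pointing down, and of 0.851 and 0.537 for circadian rhythm in ZnO NPs and ZnSO4. No alternative gave an adjusted p under 0.05 for these 3 lists, with a lowest of 0.0677. These tests ask for a shift of a whole list in 1 direction, unlike the paper's enrichment among its changed genes. Opposite changes within a list offset each other in them.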

Other observations

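The tests on exchanged labels, on single spots and on dim up probes in ZnSO4 were chosen after the result was seen, as was the fold of at least 2 with dim probes and outlier spots kept.

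Without a filter on dim probes, a fold of at least 2 against control was passed by 453 dim probes in ZnO NPs and 643 in ZnSO4. Over the 9 other splits of the same 5 arrays into 2 and 3, the median number of dim probes past this fold was 482 (386 to 776) for ZnO NPs and 575 (533 to 671) for ZnSO4, so these totals are consistent with noise of spots near the background. Of the dim probes in ZnSO4, 524 were up, and the other splits gave at most 372, a difference that noise does not readily give and that 10 splits are too few to settle, so for these probes noise cannot be told apart from a change. In ZnO NPs 361 were up, within the range of the other splits. Among bright probes the true groups gave 241 for ZnO NPs, against a median of 98 and at most 161 in the other splits, and 256 for ZnSO4, against 120 and at most 168. A change of dim transcripts below this noise stays open.

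Of the probes the paper lists up in ZnO NPs, 348 fall below a fold of 2 when 1 of the ZnO NP arrays is left out, and 55 of them have other probes of the same gene on the array. On the deciding array the listed probes deviated by a median of 1.24 (log2) and the other probes by 0.020, and 1 of the 55 was over 1. The quartiles of the other probes were -0.095 and 0.155. Taken together, these 55 probes go with a fault of the single spot rather than the transcript. Some do not: the listed and other probes deviated by 0.96 and 0.93 for vtg6 (A_15_P745852) and by 1.71 and 1.43 for crygm4. Listed probes with a small deviation, such as fryl at 0.26, say little either way. The rest of the 348 could not be compared. Transcript forms that only the listed probe detects stay open and were not tested.

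Control replicate 1 lay apart from the other arrays, at -56.2 on the first principal component (34.8% of the variance), against -12.2 for control replicate 2 and 3.7 to 18.4 for the treated arrays. Uneven hybridization over the array would leave spots of the same probe unrelated, but the difference between the control arrays at 1 spot correlated with that at the other across 13675 probes with 2 spots (r = 0.78; probes are not independent replicates). After quantile normalization the distance of control replicate 1 from the mean of the other arrays was still 1.52 times their average distance, against 1.65 before, so a difference in the distribution of signals is unlikely to be the whole cause. With normexp it was 1.38. Among probes well above background on all 8 arrays it was 1.66, so the distance does not rest on dim probes alone. The array's negative controls were out of range, the only ones to be so, at a net signal of 40.5, and its fitted spatial trend was the largest, at 9.59 against 9.08 on ZnO NP replicate 3 and less on the others, so a difference in background stays open. Labels exchanged with a treated sample cannot be told apart from other causes. The 6 splits that set control replicate 2 and 1 treated array apart gave at most 258 probes at an unadjusted p under 0.05 and a fold of at least 1.5, against 800 for the labelled control pair, but control replicate 1 raises the spread of whichever group holds it, so its distance from the other arrays largely fixes these counts. This test replaced one on mt2. A difference in RNA quality, labelling or larvae between the control samples stays open, and no biological explanation was tested.

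The number of probes that differed between ZnO NPs and ZnSO4 was 209 at an unadjusted p under 0.05 and a fold of at least 1.5 with only these 6 arrays in the fit, and 1 of 10 splits into 3 and 3 gave as many, the true split itself. With 10 splits chance cannot be excluded. For both treatments together against control, limma called 18 probes up and 14 down, and 76 in a fit of 2 groups. Of 28 splits of the 8 arrays into 2 and 6, 1 gave as many, the true one. Control replicate 1 raises the spread of whichever group holds it, so its distance from the other arrays bears on these counts too. Splits that set control replicate 1 and 1 treated array apart gave at most 1 call, but they are too few to exclude chance. The side of the slide and the handling of the control stay open for that difference.

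For the probes changed by ZnSO4 against control, the side of the slide cannot be told apart from the treatment. ZnO NP replicate 3, which lay on the side of the ZnSO4 arrays, differed from ZnO NP replicates 1 and 2 in a way that correlated with the ZnSO4 log2 fold change across probes at 0.124, between the limits of 0.1 and 0.3 set before the test.

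For the correlation of log2 fold changes between the treatments (r = 0.78 across probes), the shared control arrays cannot be told apart from a common response by this test. With each treatment against a different control array the lower r was 0.26, between the limits of 0.1 and 0.3 set before the test, and single control arrays are noisier than their mean. Groups without a change that share the control arrays gave an r of 0.58 to 0.62 in the simulations, below the observed one, but those assume independent residuals per probe, which control replicate 1 may not have. With control replicate 1 for both treatments r was 0.88 and with control replicate 2 it was 0.77.

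The list of zinc transporters and metallothioneins (18 genes, 34 tested probes) had a mean log2 fold change of 0.09 in ZnO NPs, where the median was -0.00 (camera adjusted p = 0.851, 17 of 34 probes up), and 0.13 in ZnSO4 (adjusted p = 0.301, 22 up). In ZnSO4 the adjusted p was 0.035 with normexp and 0.0091 without control replicate 1, in a range of 0.0091 to 0.848 over its alternatives, and fry gave 0.256.

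Beta actin, the reference gene of the qPCR, changed little at its probes with the highest signal. The log2 fold change of actb1 was -0.10 in ZnO NPs and -0.11 in ZnSO4, and 0.063 and 0.087 with quantile normalization, and that of actb2 was -0.11 and -0.18, and 0.044 and 0.024 with quantile normalization.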
